# *High-level expression of sugar inducible gene2* (*HSI2*) is a negative regulator of drought stress tolerance in *Arabidopsis*

**DOI:** 10.1186/1471-2229-13-170

**Published:** 2013-10-29

**Authors:** Nirmala Sharma, Yarnel Bender, Kerry Boyle, Pierre R Fobert

**Keywords:** Abiotic stress, Abscisic acid, Gene expression, Microarray, Transcriptome, Water stress

## Abstract

**Background:**

*HIGH-LEVEL EXPRESSION OF SUGAR INDUCIBLE GENE2* (*HSI2*), also known as *VAL1*, is a B3 domain transcriptional repressor that acts redundantly with its closest relative, *HSI2-LIKE1* (*HSL1*), to suppress the seed maturation program following germination. Mutant *hsi2 hsl1* seedlings are arrested early in development and differentially express a number of abiotic stress-related genes. To test the potential requirement for HSI2 during abiotic stress, *hsi2* single mutants and plants overexpressing *HSI2* were subjected to simulated drought stress by withholding watering, and characterized through physiological, metabolic and gene expression studies.

**Results:**

The *hsi2* mutants demonstrated reduced wilting and maintained higher relative water content than wild-type after withholding watering, while the overexpressing lines displayed the opposite phenotype. The *hsi2* mutant displayed lower constitutive and ABA-induced stomatal conductance than wild-type and accumulated lower levels of ABA metabolites and several osmolytes and osmoprotectants following water withdrawal. Microarray comparisons between wild-type and the *hsi2* mutant revealed that steady-state levels of numerous stress-induced genes were up-regulated in the mutant in the absence of stress but down-regulated at visible wilting. Plants with altered levels of *HSI2* responded to exogenous application of ABA and a long-lived ABA analog, but the *hsi2* mutant did not show altered expression of several ABA-responsive or ABA signalling genes 4 hr after application.

**Conclusions:**

These results implicate HSI2 as a negative regulator of drought stress response in *Arabidopsis*, acting, at least in part, by regulating transpirational water loss. Metabolic and global transcript profiling comparisons of the *hsi2* mutant and wild-type plants do not support a model whereby the greater drought tolerance observed in the *hsi2* mutant is conferred by the accumulation of known osmolytes and osmoprotectants. Instead, data are consistent with mutants experiencing a relatively milder dehydration stress following water withdrawal.

## Background

Water deficit is a major environmental factor limiting plant fitness and productivity [1]. With patterns of global climate change likely to increase the severity of drought stresses in the future [2], the development of crop plants better adapted to water-limited environments is a priority for sustainable agriculture.

Plants have evolved unique mechanisms to monitor water availability in their environment and adapt to it [3,4]. In response to mild water deficits, low cellular water potential can be avoided by balancing water uptake and loss through stomatal closure, increased cuticle thickness and enhanced root growth. Should these adaptations be insufficient to restore physiological water potential within the cell, more dramatic measures may be deployed. These are generally distinguished as dehydration avoidance, dehydration tolerance and drought escape [3], although all three responses are highly integrated [5]. A key aspect of dehydration avoidance is the accumulation of compatible solutes (osmolytes), including sugars, sugar alcohols, amino acids and organic acids, that increase cellular osmotic potential, prevent water loss and maintain turgor [6]. Dehydration tolerance consists of measures to protect cell constituents from damage and entails the production of antioxidants and chaperones, such as dehydrins and late-embryogenesis abundant (LEA) proteins [7].

The plant hormone abscisic acid (ABA) plays a pivotal role in coordinating multiple aspects of adaptation to drought stress [8]. Stomatal closure, the accumulation of osmolytes and the synthesis of protective proteins are all correlated with drought-induced increases in endogenous ABA levels. Mutants defective in ABA synthesis or perception are more susceptible to drought, while treatment with exogenous ABA enhances drought tolerance and induces the expression of numerous dehydration-stress responsive genes and proteins. However, several dehydration stress-induced genes do not respond to exogenous application of ABA in *Arabidopsis thaliana* (L.) [9,10], suggesting the existence of both ABA-dependent and -independent signal transduction pathways.

Physiological and biochemical aspects of drought adaptation are underpinned by extensive transcriptional re-programming [9]. Drought-induced transcriptomes from several plant species have been reported (reviewed in [11]) and reveal profound changes in numerous processes, including growth, amino acid and carbohydrate metabolism, photosynthesis, protection against oxidative stress, phosphorylation, membrane transport, secretion, cell wall expansion, and hormone homeostasis [10,12-15]. Functional characterization efforts have identified the role of a number of drought-induced transcripts, including many transcription factors, in driving adaptive responses [10,16-18]. Differential gene expression in response to abiotic stress is likely associated with changes in chromatin conformation, such as those mediated by histone tail modifications and chromatin remodeling complexes [19,20]. Identification and characterization of the factors and mechanisms involved is only now being elucidated and an active area of research.

One group of proteins that may be implicated in regulating plant chromatin conformation is the HIGH-LEVEL EXPRESSION OF SUGAR-INDUCIBLE GENE2 (HSI2) clade of B3 domain proteins. The B3 domain is a plant-specific basic DNA-binding domain originally identified as the third and C-terminus proximal basic domain of the transcription factor ABSICIC ACID INSENSITIVE3 (ABI3) (reviewed in [21]). There are three members of the HSI2 clade in *Arabidopsis*; HSI2, also known as the VIVIPAROUS ABI3-LIKE1 (VAL1), HSI2-LIKE1 (HSL1*,* also known as VAL2) and HSI2-LIKE2 (HSL2*,* also known as VAL3) [22-24]. Additional features shared by HSI2 clade proteins include the CW domain and EAR motif. HSI2 and HSL1 also contain a putative plant homeodomain (PHD)-like zinc finger domain absent from HSL2. The CW and PHD-like domains are associated with chromatin remodelling factors, while the EAR motif is a transcriptional repression domain. Functional analysis of HSI2 has demonstrated that the protein is a potent EAR-dependent transcriptional repressor [23] and can repress ABI3-mediated transactivation from the Sph/RY element, the cognate DNA binding site of B3 domain factors [25]. Loss-of-function mutations in *HSI2* result in the expression of seed storage proteins in vegetative tissues [23,24]. The deregulation of embryonic and seed maturation programs in vegetative tissues is more dramatic in *hsi2 hsl1* (*val1 val2*) double mutants, which produce callus and ectopic embryo-like structures when seedlings are cultured in the presence of sucrose. Among genes highly expressed in the double mutant seedlings are *ABI3*, *FUSCA3* (*FUS3*) and *LEAFY COTYLEDON2* (*LEC2*), which encode key regulators of seed maturation and constitute the AFL (ABI3/FUS3/LEC2) clade of B3 domain proteins. It has been proposed that HSI2 clade proteins suppress the seed maturation program following germination by repressing the transcription of AFL clade genes and/or competing with the encoded transcription factors for Sph/RY sites in the promoter of target genes [22,24,25].

The recent analysis of the *hsi2-4* allele, which creates a cysteine to tyrosine substitution in the PHD domain, revealed a potential role for this HSI2 domain in the repression of a subset of seed-specific genes during seedling development and in the deposition of the repressive chromatin mark H3K27m3 on target genes [26]. Interestingly, *hsi2-4 hsl* double mutants were morphologically normal, indicating a unique function for the HSI2 PHD domain.

Molecular genetic analysis of the HSI2 clade has focused on *hsi2 hsl1* double mutants at the seedling stage. The potential role of these factors at other times in the plant life cycle remains largely unexplored, despite the fact that *HSI2* and *HSL1* are expressed in many tissues [23]. A cursory analysis of gene ontology (GO) annotation terms enriched in the list of genes differentially expressed in *hsi2* and *hsi2 hsl1* mutants [24,26] identified response to abiotic stimulus as highly significant (data not shown). This prompted us to test whether *HSI2* might regulate drought tolerance during the vegetative stage of the plant life cycle. Through loss- and gain-of-function analyses, *HSI2* is shown to act as a negative regulator of drought tolerance in *Arabidopsis*, possibly through a mechanism involving reduced transpirational water loss.

## Results

To investigate the role of *HSI2* in modulating drought responses, the levels and/or integrity of the gene were stably altered in transgenic *Arabidopsis* plants. For loss-of-function analysis, two T-DNA insertion alleles were identified (Figure 1A). Both mutant alleles show minimal expression of *HSI2* when compared to corresponding wild-types, Col-0 for *hsi2-2* and Col-2 for *hsi2-5* (Figure 1B). For gain-of-function analysis, the *HSI2* coding region was placed under the control of the Cauliflower mosaic virus 35S promoter (*35S:HSI2*) and used to generate transgenic plants in Col-0 (Figure 1C). Three independent lines showing increased levels of *HSI2* transcripts (Figure 1D, OEx lines) were further studied.

**Figure 1:**
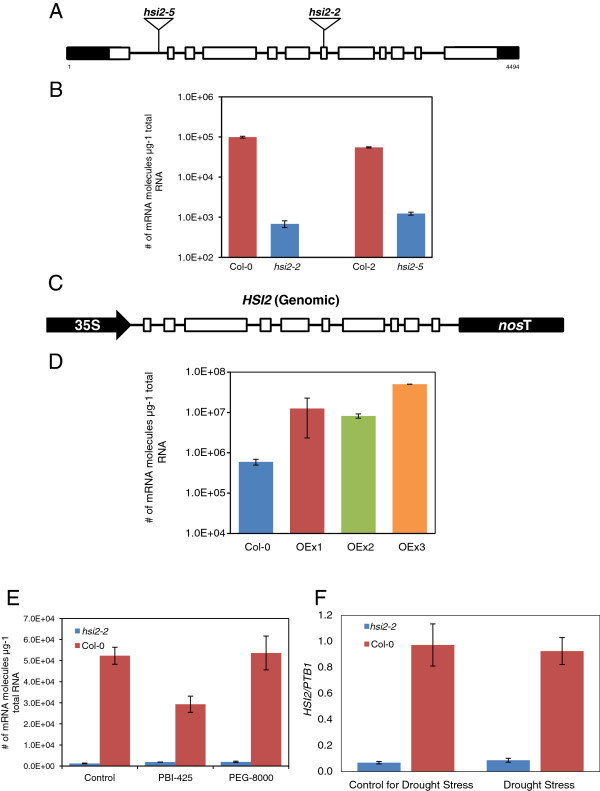
***HSI2 *insertional mutants and overexpressing lines. (A)** Diagram of the structure of the *HSI2* gene (At2g30470) showing the position of T-DNA insertions (triangles). Open boxes indicate exons, while black boxes indicate untranslated regions. The transcriptional start site is indicated by the number 1. With the exception of T-DNA sizes, the diagram is drawn to scale. **(B)** Kinetic RT-PCR analysis of *HSI2* mRNA abundance in the mutants and corresponding wild-types (*hsi2-2/*Col-0 and *hsi2-5*/Col-2). **(C)** Diagram of the structure of the *HSI2* transgene. Open boxes indicate exons; 35S, Cauliflower mosaic virus 35S promoter; *nos*T, terminator region from the *Agrobacterium tumefaciens nopaline synthase* gene. **(D)** Kinetic RT-PCR analysis of *HSI2* mRNA abundance in transgenic plants and untransformed Col-0. **(E)** Kinetic RT-PCR analysis of *HSI2* mRNA abundance in 14 day old seedlings of *hsi2-2* and Col-0, 4 h following treatment with 25 μM PBI425 or 20% PEG 8000. **(F)** Kinetic RT-PCR analysis of *HSI2* mRNA abundance in 3-week-old leaves of *hsi2-2* and Col-0 grown in soil saturated to field capacity or following watering withdrawal and development of visible wilting symptoms. For **(F)**, amplification of the housekeeping gene encoding polypyrimidine tract-binding protein1 (PTB1, AT3G01150) was used as control to normalize expression data. All values represent the averages of three biological replicates, each analyzed three times (technical replicates) ± standard error.

### Disruption of *HSI2* by T-DNA insertions confers better drought tolerance

The response of *hsi2* mutants to drought was examined by subjecting plants to a simulated drought stress regime in environmentally controlled growth chambers. To minimize sources of variation attributed to the amount, and the initial moisture content, of the soil in pots, wild-type and corresponding mutant plants were grown side-by-side in the same containers. Both *hsi2* mutants displayed reduced rates of wilting after withholding water, by as much as 9%, compared to their wild-type counterparts (Figure 2A). The *hsi2* mutants also maintained higher cellular water levels, by as much as 30%, measured as leaf relative water content (RWC; Figure 2B). Additional experiments using different pot sizes and potting mixes yielded similar findings (data not shown). These results indicate that *hsi2* mutants have increased tolerance to drought, due at least in part to a reduced rate of water loss from leaves.

**Figure 2:**
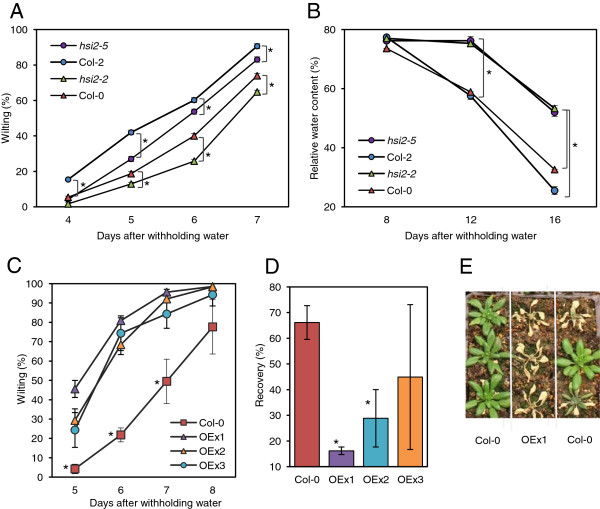
**Response of *hsi2 *mutants and *35S:HSI2 *overexpressing lines to simulated drought stress. (A)** Wilting rates of *hsi2* mutants and corresponding wild-types. **(B)** Leaf relative water content of the *hsi2* mutants and corresponding wild-types. **(C)** Rate of wilting of three independent *35S:HSI2* lines and untransformed wild-type (Col-0). **(D)** Recovery from drought 24 h upon re-watering. **(E)** A representative photograph showing the recovery phenotype of Col-0 and *35S:HSI2* line OEx1. For **(A)** and **(B)**, the *hsi2-2* mutant compares with Col-0 and *hsi2-5* compares with Col-2; each wild-type and mutant combination were planted in the same sets of containers. Statistical significance, indicated by an asterisk(*), was determined by a paired Student’s *t*-test (p ≤ 0.05). Data are presented as means of three replicates containing 12 plants each ± standard error of means. In some cases where the standard errors are very small, the graph symbols may obscure the bars. Experiments were repeated at least three times with similar results.

### *HSI2* overexpression enhances drought sensitivity

The three independent OEx lines evaluated showed an early onset and greater severity of visual wilting, and poorer recovery from a drought stress compared to untransformed controls (Figure 2C-E). Differences in visible wilting were most pronounced at 6 and 7 days after withholding water, with OEx lines displaying between 48-60% and 35-45% higher wilting rates, respectively (Figure 2C). When plants were re-watered at the end of the drought period and allowed to recover for 24 h, 66% of the wild-type plants recovered compared to 16, 24, and 44% in the OEx lines (Figure 2D, 2E). Together with data obtained from loss-of-function mutants, the results implicate *HSI2* as a negative regulator of drought tolerance.

### *HSI2* altered plants respond to an exogenously applied ABA

To study the possible interaction between *HSI2* and ABA during drought stress, we assessed the drought response of the *hsi2-2* mutant and line OEx1 pre-treated with (+)-ABA and (+)-8’-acetylene ABA, also known as PBI425 [27]. This synthetic analog is resistant to 8’hydroxylation, the principal ABA catabolic pathway in *Arabidopsis*[12,28]. Consequently, PBI425 is more persistent *in planta* and has stronger hormonal activity [29,30]. The ability of PBI425 to enhance drought tolerance in *Arabidopsis* has been shown to be mediated through ABA signalling [29]. Whether PBI425 and ABA act through the same signaling pathway can be tested by binding to the family of PYL receptors. Nevertheless, available information indicate that PBI425 offers several advantages over natural ABA when the sustained presence of hormonal activity is required, as is the case in this study.

In control treatments where plants were root-drenched with water prior to water withdrawal, *hsi2-2* plants displayed less wilting, and OEx1 plants more wilting, than the wild-type at all observation times (Figure 3A and 3B). When plants were given a root-drench treatment with ABA (30 μM) or PBI425 (20 μM) before withholding water, the onset of visible wilting was delayed in all genotypes by three to four days (until 7 – 10 days after treatment), after which the mutant continued to display less wilting, and OEx1 more wilting, than the wild-type at all observation times (Figure 3A and 3B). Recovery from wilting upon re-watering was evaluated under control and ABA analog treatments, where the *hsi2-2* mutant recovered the best upon re-watering, followed by the wild-type and OEx1 plants (Figure 3C). However, the overall recovery upon re-watering was lower in all genotypes pre-treated with PBI425.

**Figure 3:**
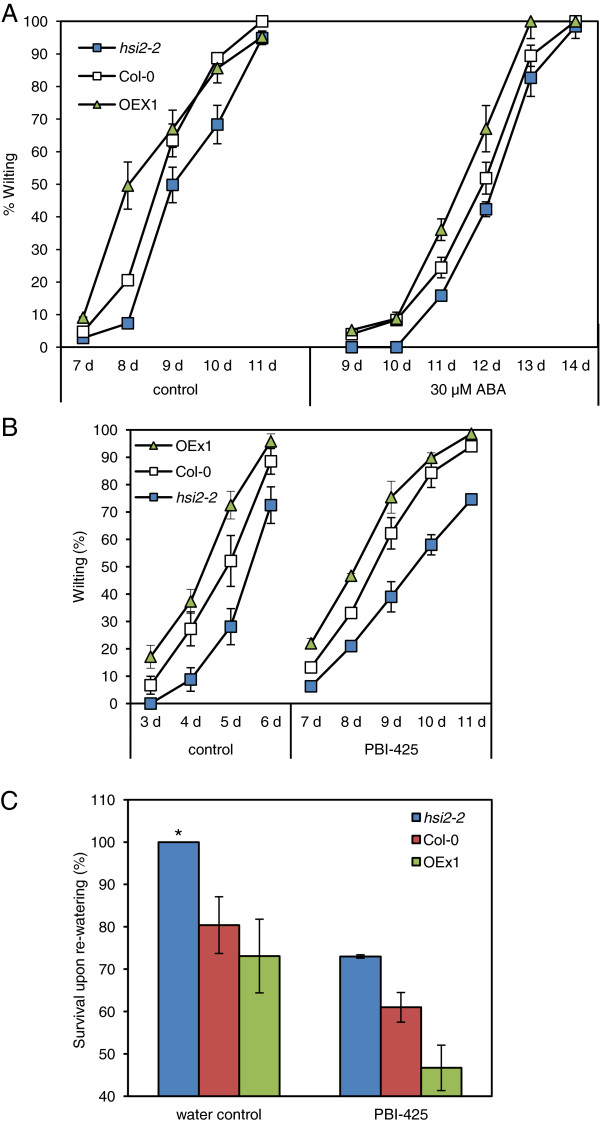
**Response of *hsi2 *mutants and *35S:HSI2 *overexpressing lines to simulated drought stress. (A-B)** Rate of wilting of wild-type (Col-0), mutant (*hsi2-2*), and *35S:HSI2* line (OEx1) treated with (+)-ABA **(A)** or the ABA analog PBI425 **(B)**. **(C)** Recovery from drought upon re-watering (at 24 h after re-watering under control and PBI425 treatments). Three-week-old plants were root drenched with 0.05% ethanol as control treatment (left side), 30 μM ABA or 20 μM PBI425, dissolved in 0.05% ethanol (right side) to field capacity and watering was stopped thereafter. Data are presented as means of three replicates of 18 plants each ± standard error of means. In some cases where the standard errors are very small, the graph symbols may obscure the bars. These experiments were repeated at least twice with similar results.

### *Hsi2-2* mutants display lower stomatal conductance

Lower stomatal conductance has been associated with higher drought tolerance in many plant species including *Arabidopsis*[31,32]. Accordingly, stomatal conductance was measured to investigate possible mechanisms underpinning the increased drought tolerance in the *hsi2* mutant. Leaf stomatal conductance in well-watered *hsi2-2* plants was 77% of wild-type values (Figure 4A), suggesting lower constitutive stomatal conductance. Pre-treatment with PBI425 resulted in a 2.4-fold reduction in stomatal conductance in the wild-type and a 4.4-fold reduction in *hsi2-2* (Figure 4B), with the *hsi2-2* mutant displaying 42% of wild-type stomatal conductance following pre-treatment with PBI425 (Figure 4B). These results suggest that the mutant is able to better maintain water status through regulation of stomatal properties and that loss of *HSI2* does not substantially affect associated ABA signaling.

**Figure 4:**
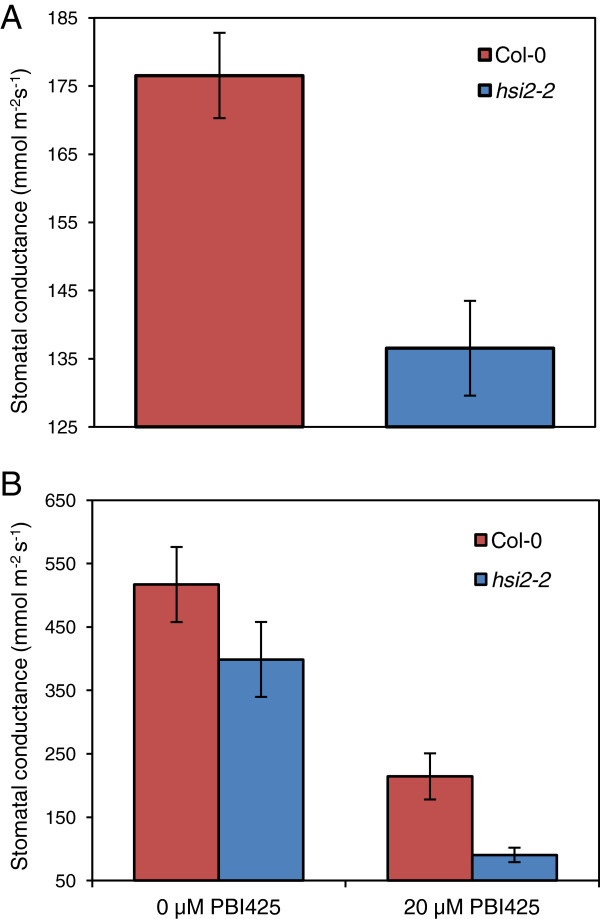
**Stomatal conductance in the *hsi2-2 *mutant and corresponding wild-type (Col-0).** Stomatal conductance was measured in fully developed young leaves **(A)** 1 d after watering or **(B)** 72 h after root drench treatment with 0 or 20 μM PBI425 (in 0.05% ethanol). Data presented as means of three replicates ± standard error of means, each containing 4–6 plants and measurements from two leaves per plant. The experiments were repeated twice with similar results.

### The *hsi2-2* mutant accumulates less ABA metabolites during drought stress

To examine the involvement of *HSI2* in ABA metabolism during the drought response, levels of endogenous ABA and its metabolites were measured in leaves of *hsi2-2*, OEx1*,* and Col-0 before drought stress, at visible wilting, and upon rehydration. In the absence of drought, levels of all metabolites were similar in the three genotypes (Figure 5). Endogenous ABA content increased dramatically under drought stress in all three genotypes, and reverted to near pre-stress levels upon re-watering. However, *hsi2-2* accumulated relatively lower levels of ABA during drought and was better able to recover to original levels after re-watering compared to OEx1 or Col-0. Levels of ABA metabolites, namely ABA-glucose ester (ABA-GE), dihydrophaseic acid (DPA), phaseic acid (PA), and *trans*-ABA (*t*-ABA) also increased substantially under drought stress in all genotypes (Figure 5). The *hsi2-2* mutant accumulated less of these metabolites than Col-0, while OEx1 contained levels comparable to Col-0, with the exception of *t*-ABA, which was lower in *35S:HSI2*. Consistent with the reports that the 8’-hydroxylation pathway is the most important ABA catabolic pathway in *Arabidopsis*[12,28], the products of this pathway (PA and DPA), were the most abundant during drought stress and after rehydration (Figure 5). Unlike ABA, the levels of most metabolites remained much higher after rehydration than they were pre-drought, with DPA levels remaining as high as during drought stress. These results indicate that drought-induced ABA biosynthesis and catabolism is of smaller amplitude in the mutant line, resulting in a more modest increase in both ABA and ABA metabolites, while rehydration reversed the effect of drought on ABA biosynthesis but not ABA catabolism.

**Figure 5:**
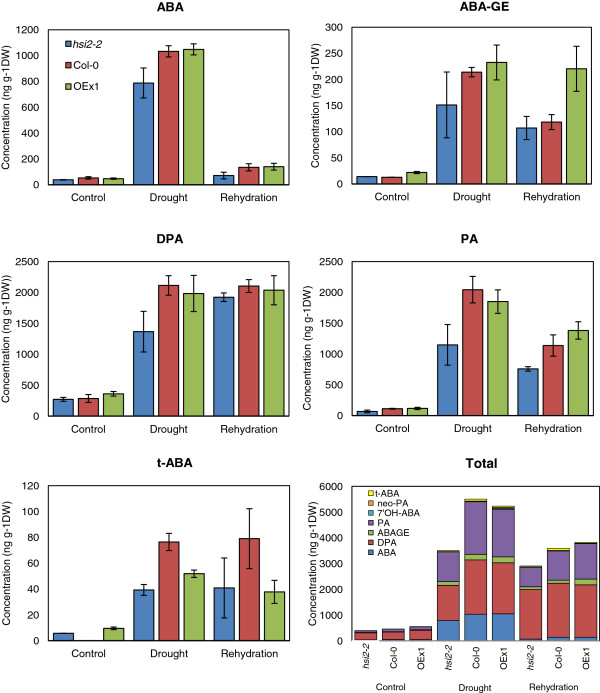
**Levels of ABA and its metabolites in leaves of *HSI2 *altered Arabidopsis plants.** Levels were quantified by UPLC-ESI-MS/MS using deuterium-labeled internal standards. Each sample consisted of a pool of 6 plants grown under well-watered (to near field capacity) or drought-stressed (visible wilting) conditions, and 24 h after re-watering to soil saturation following drought stress. Values represent averages of three biological replicates ± standard error of means. No error bars are provided in the Total ABA panel. DPA, dihydrophaseic acid; ABAGE, ABA glucose ester; 7’-OH ABA; PA, phaseic acid; t-ABA, *trans*-ABA, OEx1, *35S:HSI2* line.

### The *hsi2-2* mutant accumulates lower levels of stress-induced metabolites during drought stress

To ascertain the role of *HSI2* during stress-induced metabolic reprogramming, levels of several compounds were measured by undirected metabolic profiling and compared between *hsi2-2* and Col-0 before drought stress, at visible wilting, and upon rehydration. Overall, drought treatment increased levels of numerous metabolites previously reported to be drought-inducible [33], including soluble sugars, sugar alcohols, amino acids, organic acids and antioxidants (Figure 6; Additional file 1). Levels of several metabolites were also depleted under drought conditions. With some exceptions, most metabolites reverted closer to non-stress levels upon rehydration.

**Figure 6:**
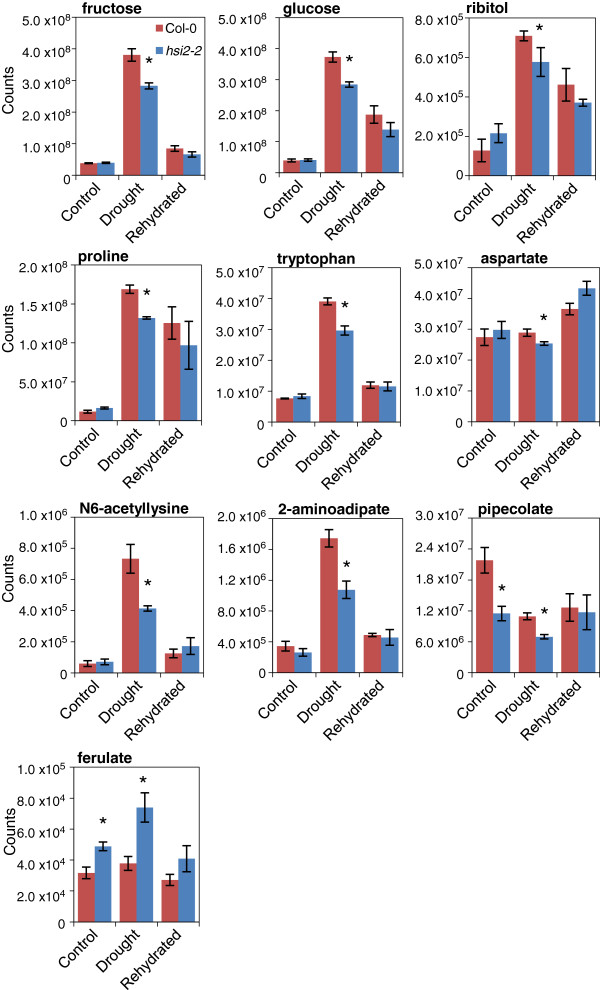
**Drought-related levels of selected metabolites showing significant changes in leaves of the *hsi2-2 *mutant*.*** Each sample consisted of a minimum of 6 plants grown under well-watered (to near field capacity) or drought-stressed (visible wilting) conditions, and 24 h after re-watering to soil saturation following drought stress. Values represent averages of three biological replicates ± standard error. Treatments statistically different by ANOVA (p ≤ 0.05) are marked by asterisks.

Relatively few of the stress-regulated metabolites were found to accumulate differentially in the two genotypes tested (Figure 6; Additional file 1). These included sugars (fructose and glucose), amino acids (proline, tryptophan and aspartate), and the sugar alcohol ribitol, levels of which were lower in the mutant than the wild-type under drought stress. Similarly, the products of the lysine degradation pathway, N6-acetyllysine, 2-aminoadipate and pipecolate, which have been shown to accumulate under osmotic stress in *Brassica napus*[34] and suggested to have osmoprotectant properties in bacteria (pipecolate [35]) were also lower in the mutant compared to wild-type under drought conditions. In contrast, *hsi2-2* had significantly higher levels of ferulate, an intermediate of the phenylpropanoid pathway, before and during drought (Figure 6). Lower levels of known stress-induced osmolytes and osmoprotectants in the *hsi2* mutant at wilting are consistent with plants experiencing relatively milder dehydration stress than the wild-type.

### Analysis of drought transcriptomes indicates that drought-induced genes are down-regulated in the *hsi2* mutant

To characterize the consequences of loss of *HSI2* function on gene expression relevant to drought stress, genome-wide expression analysis was undertaken with the *hsi2-2* mutant under a normal watering regime (no stress; stage 0) and after withholding watering, before the onset of visible wilting (stage 1) and at visible wilting (stage 2). Gene expression in the mutant was compared with its wild-type (Col-0) under each watering regime by co-hybridization using dual color microarrays. 

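Each sample was RNA from the rosette leaves of 4 plants, and every array carried 1 hsi2-2 sample and 1 Col-0 sample in different dyes. Of the 10 arrays, 4 compared plants watered to field capacity (stage 0), 3 compared plants in dry soil before wilting (stage 1) and 3 compared visibly wilted plants (stage 2). These stages are those of the sample labels; the names of the deposited scans call the stage 1 arrays control and those of stage 2 drought. According to the plant line labels, hsi2-2 was in the Cy5 channel on 6 arrays and in the Cy3 channel on the other 4. For stage 2 replicates B and C another label of the second channel names the other genotype, and the series description names hsi2-5 in place of hsi2-2; the plant line labels were used. The number of arrays limits the precision of each fold change. The deposited scanner signals, which are intensities per spot, were corrected for background (normexp, offset 50) and normalized within each array by loess, giving log2 ratios of hsi2-2 over Col-0. limma was fitted to all 10 arrays with a coefficient for each stage and a dye term shared by the stages. Between 22382 and 26471 probes were above local background by more than 2 SD in the hsi2-2 channel of an array, and between 22188 and 27282 in the Col-0 channel. Probes above background on every array of at least 1 of the 6 groups of genotype and stage were kept, and the brightest probe of a locus stood for its gene, which left 17812 genes. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 from limma. Col-0 was compared between stages on the separate channels of the same arrays after robust spline and quantile normalization, as the methods state. These settings, 24 gene lists and the rule for naming genes were set before the deposited data were examined. The paper's additional tables, which hold values of these arrays, had already been seen when that rule was written.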

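HSI2 mRNA was lower in hsi2-2 than in Col-0 on every array of both drought stages. HSI2 (AT2G30470) encodes a B3 domain repressor, lies on chromosome 2 of TAIR10.1 from 12980428 to 12985277 and was measured by 1 probe. At stage 1 its log2 fold change in hsi2-2 over Col-0 was −2.44 (standard error 0.348, n = 3, adjusted p = 0.00959 from limma), with −2.52, −2.77 and −2.10 on replicates A, B and C. At stage 2 it was −3.04 (standard error 0.348, n = 3, adjusted p = 0.00101 from limma), with −2.18, −3.73 and −3.25 on the 3 replicates, and its hsi2-2 signal was above background on 2 of 3 arrays, not on replicate C. On the well-watered arrays HSI2 did not follow the label, since it was not lowered there by its later amount. The channel labelled hsi2-2 gave log2 ratios of 0.28, −0.41, 1.39 and 0.94 on replicates A to D. The fitted value of 0.55 (standard error 0.296, adjusted p = 0.592 from limma) did not differ detectably from 0. Kinetic RT-PCR in Fig. 1 of the paper shows minimal HSI2 expression in hsi2-2, a T-DNA insertion allele, and the files do not give the position of the probe relative to the insertion. Genes other than HSI2 that changed at stages 1 and 2, in the same direction on all 6 arrays, were set beside it. The 66 that rose had medians of 0.60, 0.71 and 0.46 on stage 0 replicates A, B and D and 0.03 on replicate C. The 58 that fell had medians of −0.26, −0.35 and −0.35 on replicates A, B and D and 0.01 on replicate C. Directions at stage 0 are therefore given for the channel labelled hsi2-2.

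**Figure D1:**
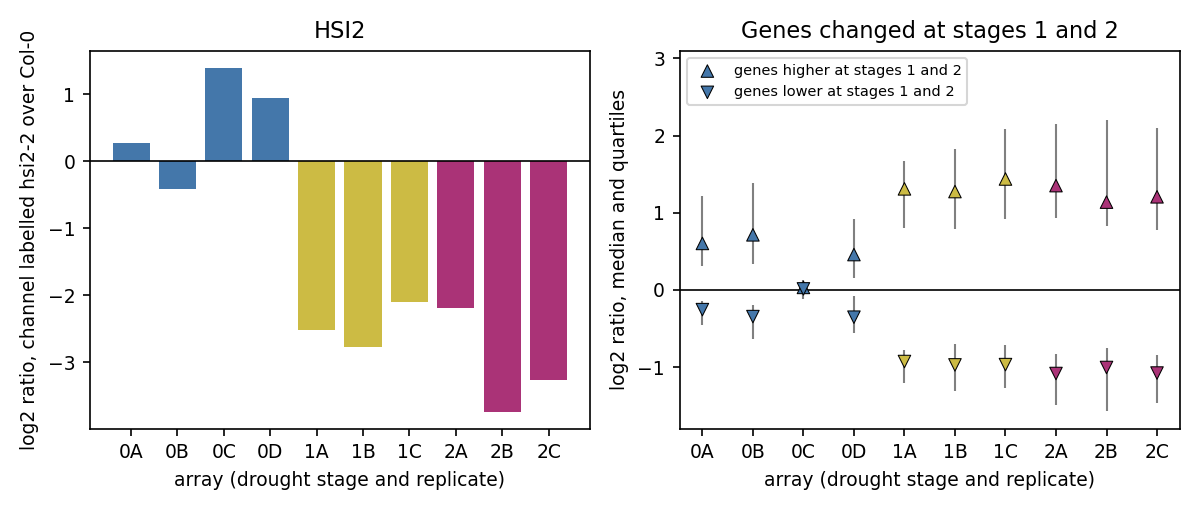
Log2 ratio of the channel labelled hsi2-2 over Col-0 on each of the 10 arrays, coloured by drought stage, for HSI2 (left, bars from 0) and for the 66 genes that rose and the 58 that fell at stages 1 and 2 (right, median with quartiles). HSI2 lies between −3.73 and −2.10 on the arrays of stages 1 and 2 and between −0.41 and 1.39 on those of stage 0.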

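Transcripts of the seed dormancy gene DOG1 (AT5G45830, chromosome 5, 18589418 to 18591506) rose in hsi2-2, with log2 fold changes of 2.52 at stage 1 (standard error 0.226, n = 3, adjusted p = 0.00112 from limma) and 3.22 at stage 2 (standard error 0.226, n = 3, adjusted p = 9.18e-05 from limma). By fitted value, the largest rise at stage 1 was that of AT1G02770, at 4.71 (standard error 0.509, n = 3, adjusted p = 0.00262 from limma). It was followed by AT1G03106 at 3.89, AT1G74140, and GRP3S, which encodes a glycine-rich protein, at 3.35. The Col-0 signal of AT1G74140 was not above background, so its rank is not fixed. MRD1 (AT1G53480) fell most, to −3.57 at stage 1 and −4.15 at stage 2 (adjusted p = 2.38e-05 and 5.35e-06 from limma). The hsi2-2 signal of MRD1 was above background on 2 of 3 arrays of each of these stages, as was the Col-0 signal of AT1G02770 at stage 1 and of DOG1 at stage 2. Other transcripts that fell at stage 1 include LSF2, a glucan phosphatase of starch breakdown, at −1.91, and SGS3, a component of RNA silencing, at −1.43. At stage 1, 98 genes rose and 83 fell, and at stage 2, 963 rose and 923 fell. At stage 0 limma called 0 genes, and 527 (72 higher and 455 lower in the channel labelled hsi2-2) with the replicate letter as a block. An unadjusted p under 0.05 was reached by 1767 genes where 891 would be expected by chance, and the smallest adjusted p was 0.105. At an unadjusted p of 0.05 or less and a fold of at least 1.5, 75 genes were higher and 369 lower in the channel labelled hsi2-2 at stage 0, 244 and 255 in hsi2-2 at stage 1, and 845 and 743 at stage 2. Single arrays set part of these numbers: without stage 0 replicate C, 59 genes were called at stage 0, without stage 1 replicate B, 13 at stage 1, and without stage 2 replicate B, 160 at stage 2. At stages 1 and 2 replicate B was the only array with hsi2-2 in Cy3, so leaving it out also removed the dye swap. The counts at the unadjusted p also moved without single arrays, most at stage 0, with ranges given in the closing section. Tested stage by stage with no spread pooled across genes, 0 genes passed at each stage, and the authors' deposited log2 ratios gave 2 at stage 0.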

Genes corresponding to 441 unique AGIs were identified as being differentially expressed (*p* ≤ 0.05, 1.5-fold cut-off) at stage 0, and the numbers of differentially expressed unique AGIs increased with the severity of drought to 785 (stage 1) and 1400 (stage 2) (Additional files 2 and 3). 

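Some genes for heat shock proteins and drought transcription factors fell in hsi2-2 at stage 2. Of 18 measured genes for heat shock and antioxidant proteins, 7 fell and 1 rose (9 and 3 adjusted over the list alone), with a list median of −0.54 (camera, adjusted p = 0.0041, and adjusted p = 0.485 with an estimated correlation). They include the small heat shock protein gene AT1G53540 at −1.85 (standard error 0.292, n = 3, adjusted p = 0.00469 from limma) and the heat shock factor HSFA2 at −1.02, while the superoxide dismutase gene FSD1 was at 1.02 (adjusted p = 0.012 from limma). Of 6 CBF/DREB factors, 3 fell (3 adjusted over the list alone): DREB2A at −1.24 (standard error 0.222, n = 3, adjusted p = 0.00869 from limma), CBF4 at −0.87 (hsi2-2 signal above background on 2 of 3 arrays) and DREB2B at −0.83. The test of that list gave an adjusted p of 0.0978. Of 9 leaf senescence genes, 1 fell (1 adjusted over the list alone), the pheophorbide oxygenase gene ACD1 at −0.46, and the list's adjusted p was 0.0201, or adjusted p = 0.485 with an estimated correlation. At stage 1, 0 members of these 3 lists changed (1, 2 and 1 rose adjusted over the list alone). At stage 0, where HSI2 did not follow the label, 0 of 11 salicylic acid defence genes passed over all genes, while 9 were lower in the channel labelled hsi2-2 when adjusted over the list alone, with a list median of −0.69 (camera, adjusted p = 1.6e-08, and adjusted p = 0.416 with an estimated correlation). The pathogenesis-related gene BGL2 (PR2) was at −2.24 and −3.26 on replicates A and B and at −0.06 and 0.16 on replicates C and D. Of 12 jasmonate genes at stage 0, 4 were lower when adjusted over the list alone and 0 over all genes, with a median of −0.44 (camera, adjusted p = 5.57e-04, and adjusted p = 0.356 with an estimated correlation).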

Consistent with differences in drought responses observed between the mutant and wild-type (Figures 2, 3, 4), the most significant GO enriched terms for biological process identified in lists of differentially expressed genes were response to stress and response to biotic or abiotic stimulus (Table 1). The relative *p*-values for these terms decreased with the severity of the drought treatment. 

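Genes that changed in hsi2-2 at both drought stages kept their direction, and stage 2 added further genes. Of the genes changed at stage 1, 128 (70.7%) were also changed at stage 2, 126 of them in the same direction, where 19.2 would be shared by independent lists. MAF5, a MADS-box repressor of flowering of the FLC clade, was at 2.22 at stage 1 (standard error 0.337, n = 3, adjusted p = 0.0135 from limma) and at least 7.45-fold higher at stage 2. IAMT1, an indole-3-acetic acid methyltransferase, was at 2.01 at stage 1 and 3.42 at stage 2 (standard error 0.269, n = 3, adjusted p = 1.6e-04 from limma). AT2G42560 was not above background in either genotype at stage 1 and fell to −4.14 at stage 2 (standard error 0.368, n = 3, adjusted p = 3.12e-04 from limma). AT5G05220 fell to −2.67 at stage 2, and UGT74E2, which encodes a glucosyltransferase, was at −0.25 and −2.49. In the other direction, GASA1, a gibberellin-regulated gene, fell to −2.15 at stage 1 (adjusted p = 0.0234 from limma) and was at −0.59 at stage 2 (adjusted p = 0.331). The hsi2-2 signal was above background on 2 of 3 arrays for IAMT1 at stage 1, for AT2G42560 at stage 2 and for UGT74E2 at each stage, and on 1 of 3 for GASA1 at stage 2, and the Col-0 signal on 1 of 3 for MAF5 and IAMT1 at stage 1. A test of the difference between stages 2 and 1 called 34 genes.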

The identity of genes differentially regulated under the three watering regimes changed considerably. Of the 441 genes differentially expressed at stage 0, 335 (76%) are specific to this stage and only 48 genes were differentially regulated under all watering regimes. 

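At a p of 0.05 or less and a fold of at least 1.5, DOG1, MAF5, IAMT1, AGL15 and AT1G02770 passed at all 3 stages and were higher at each, with log2 fold changes at stage 0 of 1.04, 1.25, 1.33 and 0.86 and a rise of at least 6.60-fold in the channel labelled hsi2-2. AGL15, a MADS-box gene expressed in embryos, also rose at stage 1 (adjusted p = 0.032 from limma), where its Col-0 signal was not above background. The RNA-dependent RNA polymerase gene RDR1 was lower at each stage, at −0.81, −1.24 (hsi2-2 signal above background on 2 of 3 arrays) and −1.55. At stage 0 the kept MAF5 probe was above background on 3 of 4 arrays in the channel labelled hsi2-2 and on 0 of 4 in that of Col-0, where another MAF5 probe was on at least 1. Its fitted 1.25 is therefore not an exact fold. Altogether 55 genes passed at all 3 stages, of which 42 were higher and 8 lower at each stage and 5 changed direction, where 1.11 would be shared by independent lists. With genotypes exchanged on arrays drawn at random, 5 of 100 assignments gave as many genes and the highest other gave 145, so that chance is not excluded. Of the 444 genes of stage 0, 307 (69.1%) passed at that stage alone, where independent lists would leave 393 (88.5%). Stages 0 and 1 shared 77 genes, 70 in the same direction, stages 0 and 2 shared 115, 97 in the same direction, and stages 1 and 2 shared 233, 218 in the same direction. HSI2 itself did not follow the label at stage 0, and the number shared by all stages was 97 without stage 0 replicate C and 36 without stage 0 replicate B.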

For representative genes, microarray results were validated by kinetic reverse-transcriptase PCR (k-RT-PCR) (Figure 7).

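On the arrays, the genes of Fig. 7 followed several courses. AT1G52920, named GPCR in the reference, was at −0.24 in the channel labelled hsi2-2 at stage 0, fell by at least 1.66-fold at stage 1, and fell to −1.89 at stage 2 (standard error 0.147, n = 3, adjusted p = 1.52e-04 from limma). AT3G16650 was at −0.38 at stage 0, −1.15 at stage 1 (adjusted p = 0.00436) and −1.89 at stage 2 (standard error 0.138, n = 3, adjusted p = 1.14e-04 from limma). The phospholipase D gene PLDP2 was at 0.44 at stage 0 and rose to 1.01 at stage 1 and 0.83 at stage 2 (adjusted p = 0.009 and 0.00721 from limma). HSD5, which encodes a hydroxysteroid dehydrogenase, rose at stage 1, where its Col-0 signal was not above background, and to 1.82 at stage 2 (adjusted p = 0.0398 and 0.00673 from limma). MYB95 rose to 1.38 at stage 2 (adjusted p = 0.00381 from limma) and was at 0.00 and 0.80 before. Transcripts of IDH-III, an isocitrate dehydrogenase, were at least 2.15-fold higher at stage 0 (adjusted p = 0.229 from limma) and did not pass at any stage. NAC019, a drought-induced NAC factor, was at −0.66, −1.05 and −1.07, and CYP707A3, an ABA 8'-hydroxylase, at −0.21, 0.47 and −0.64, and neither passed the test at any stage. The hsi2-2 signal was above background on 2 of 3 arrays for GPCR at stage 2 and PLDP2 at stage 1, on 1 of 3 for AT3G16650 at both drought stages, and on 3 of 4 for NAC019 and PLDP2 at stage 0. In Col-0 it was so on 2 of 4 arrays at stage 0 and 2 of 3 at stage 1 for PLDP2, and on 1 of 3 at stage 2 for HSD5. At stage 0 HSI2 did not follow the label, and the values given for that stage are those of the channel labelled hsi2-2.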

**Table 1:** **Gene Ontology classification terms enriched in the *hsi2-2 *** **mutant compared to Col-0 under different simulated drought regimes**

		**Stage 0**			**Stage 1**			**Stage 2**	
	**Genes**	**Enrich.**	***p*-value**	**Genes**	**Enrich.**	***p*-value**	**Genes**	**Enrich.**	***p*-value**
***Biological Process***									
unknown biological processes	160	9.3	**1.18E-04**	260	12.5	**2.67E-11**	456	16.9	**4.61E-21**
other cellular processes	140	9.7	**0.029**	261	12.8	**4.01E-03**	480	16.5	**5.74E-05**
other metabolic processes	138	10.4	**0.015**	269	13.1	**2.93E-05**	477	18.3	**2.82E-07**
protein metabolism	47	6.7	**0.042**	80	8.6	**0.013**	161	11.9	**0.028**
response to stress	40	6.3	**9.20E-04**	72	8.8	**1.48E-05**	125	9.1	**1.11E-07**
developmental processes	31	5	**0.013**	53	6.6	**5.39E-03**	86	9	**7.36E-03**
transcription	31	5.3	**0.019**	52	6.1	**0.013**	78	8.4	**0.04**
transport	28	5.2	0.051	64	8.1	**2.31E-04**	105	8.8	**1.20E-04**
response to abiotic or biotic stimulus	26	5.3	0.055	61	8.3	**1.68E-04**	114	9.5	**8.32E-08**
signal transduction	25	4.9	**3.77E-03**	35	5.2	**0.018**	65	7.7	**1.96E-03**
other biological processes	23	4.2	0.082	58	7.1	**5.15E-04**	101	10.9	**2.92E-05**
cell organization and biogenesis	15	3.6	0.091	22	5.2	**0.022**	56	7	0.054
electron transport or energy pathways	4	1.7	0.197	5	2.2	0.118	11	2.9	0.103
DNA or RNA metabolism	1	0.8	0.05	8	2.8	0.142	21	4	**0.02**
***Molecular Function***									
unknown molecular functions	135	8.9	**9.60E-06**	231	11.5	**1.23E-10**	404	17	**7.56E-20**
other binding	76	7.5	**3.20E-03**	123	9.5	**6.42E-03**	192	11.9	**0.03**
other enzyme activity	62	7.1	**1.93E-03**	120	10.5	**1.56E-06**	197	12.7	**6.77E-07**
transferase activity	45	6.4	**6.53E-03**	66	8.1	**0.03**	155	13.2	**1.75E-07**
hydrolase activity	37	5.6	0.053	81	8.3	**7.09E-04**	131	11.4	**1.37E-03**
protein binding	36	5.4	0.069	69	7.8	**0.036**	118	10.3	**0.033**
nucleotide binding	35	6.4	**0.039**	39	6	**9.76E-03**	106	9.4	**0.015**
transcription factor activity	29	5	**0.03**	59	6.6	**7.33E-04**	96	9.4	**6.60E-04**
kinase activity	25	4.9	**0.022**	35	5.8	0.059	89	8.3	**9.94E-06**
DNA or RNA binding	25	5	**9.91E-03**	50	6.5	**8.44E-03**	103	9.6	**0.019**
other molecular functions	24	4.8	0.05	36	6.7	0.067	68	8.7	**0.038**
transporter activity	16	3.5	0.101	51	6.6	**5.99E-05**	88	8.1	**1.06E-06**
nucleic acid binding	9	2.9	**1.06E-03**	15	3.9	**6.61E-06**	44	6.4	**2.91E-04**
receptor binding or activity	7	2.9	**0.024**	8	2.5	0.087	15	3.6	**0.033**
structural molecule activity	4	1.7	0.083	8	2.9	**0.048**	19	4	0.064
***Cellular Component***									
unknown cellular components	164	10.4	**0.013**	268	12.9	**2.12E-05**	415	17	**1.48E-19**
other cellular components	79	8	**1.22E-04**	110	10.7	**0.013**	218	14.1	**3.31E-05**
other membranes	58	7.5	**3.99E-03**	83	8.4	**0.017**	189	10.8	**1.20E-06**
nucleus	35	5.4	0.07	72	7.6	0.058	119	9.9	**0.023**
other intracellular components	34	6.2	**4.18E-04**	84	8.5	**0.035**	191	11.6	**0.013**
other cytoplasmic components	32	5	**0.024**	66	7.6	**0.037**	143	10.5	**0.017**
chloroplast	28	4	**4.61E-03**	66	7.6	**0.015**	152	10.9	**7.94E-03**
plasma membrane	21	4.6	**0.038**	50	6.3	**0.03**	129	10.9	**2.07E-06**
cell wall	10	2.9	0.083	13	3.6	0.104	32	5	**0.017**
cytosol	10	3.6	0.127	19	4.4	**9.12E-04**	34	6	0.061
plastid	7	2.7	**0.012**	12	3.3	0.086	45	6.9	0.061
mitochondria	6	2.6	**4.68E-03**	19	4.3	0.112	46	6.1	0.06
extracellular	6	2.5	0.163	12	3.5	**0.027**	34	5.2	**3.21E-04**
ER	4	1.9	0.177	10	2.5	0.057	15	3.8	0.102
ribosome	2	1.1	**0.035**	7	3.4	0.119	18	3.9	0.084
Golgi apparatus	1	0.7	0.142	4	1.7	0.159	11	3.2	0.114

Enrichments were performed at http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi. Statistically significant values (*p* < 0.05) are in bold. Stage 0, watered to field capacity; Stage 1, dry soil, no visible wilting; Stage 2, visible wilting.

**Figure 7:**
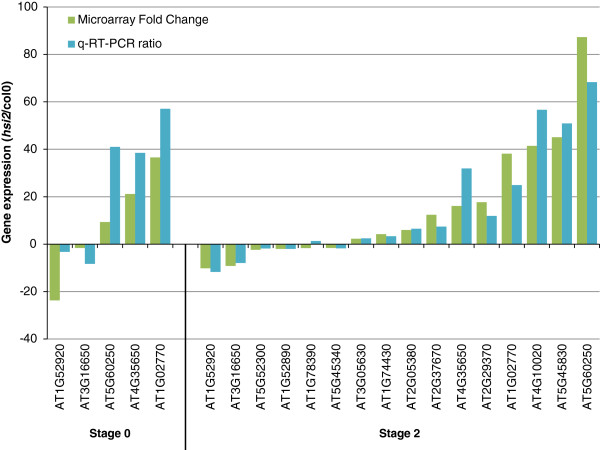
**Kinetic RT-PCR validation of microarray analyses for a representative subset of genes.** cDNA was synthesized from the areal portion of well watered plants (Stage 0) and at visible drought (Stage 2). Amplification of the housekeeping gene encoding polypyrimidine tract-binding protein1 (PTBpa, AT3G01150) was used as control to normalize PCR expression data. All values represent the averages of three biological replicates, each analyzed three times (technical replicates). Values from microarray expression are ratios of averaged, normalized fluorescent signals.

Genes differentially expressed in the *hsi2* mutant were compared with those regulated in response to drought stress. 

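Transcripts of LTI65, AT3G17520, TSPO, LTP4 and LTP3 were among those that rose most in wilted Col-0. LTI65 (RD29B, AT5G52300, chromosome 5, 21237021 to 21239531) was at a log2 fold change of 8.18 between stages 2 and 0 (standard error 0.318, n = 3 and 4, adjusted p = 3.01e-12 from limma). AT3G17520 rose at least 624-fold and TSPO, a membrane protein induced by ABA, at least 507-fold. The lipid transfer protein genes LTP4 and LTP3 were at 8.93 and 8.60. The tonoplast aquaporin DELTA-TIP fell to −7.16 (standard error 0.575, adjusted p = 1.23e-08 from limma), the germin genes GER1 and GER3 to −6.80 and −6.71, and AT5G03350 at least 262-fold. By list, 27 of 31 ABA- and drought-responsive marker genes rose and 2 fell, all 9 PP2C phosphatases of ABA signalling rose, and 24 of 25 genes for LEA proteins and dehydrins rose, with the same counts adjusted over the list alone. Their medians were 4.01, 3.80 and 3.41 (camera, adjusted p = 1.26e-10, 4.59e-05 and 2.49e-10), with adjusted p = 0.359, 0.36 and 0.359 with an estimated correlation. Among genes that fell were 16 of 20 aquaporins (3 rose), 26 of 36 photosynthesis genes (28 adjusted over the list alone), 10 of 11 salicylic acid defence genes and 6 of 9 PYR/PYL ABA receptors. Those 4 lists kept no call with an estimated correlation (adjusted p = 0.363, 0.449, 0.363 and 0.359). At a fold over 2.5 and an adjusted p under 0.05, 1986 genes were induced and 2411 repressed at stage 2, against 424 and 211 at stage 1. Stage 0 was hybridized on other slides than replicates A and C of stages 1 and 2, and replicates B give no slide, so that slide and watering cannot be told apart in this comparison. Stages 2 and 1, whose replicates A and C shared slides, gave 1400 induced and 1961 repressed genes, and 1176 and 1724 on replicates A and C alone.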

Given the poor overlap of genes reported as being differentially expressed during drought stress in different studies (see [11,12,36]), genes regulated by drought in our datasets were identified by comparing probe intensity values from individual channels between stage 2 and stage 0 in Col-0. The direction of change for these genes in our datasets was overwhelmingly the same as those from published studies employing whole genome microarrays and similar drought regimes (Additional file 3).

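Genes that Additional file 3 marks as regulated by drought in other studies moved the same way in Col-0 here for the severe treatments. Of genes called in Col-0 between stages 2 and 0, 191 of 199 marked as induced by progressive drought (Harb et al.) were induced (96%) and 203 of 204 marked as repressed were repressed. For the list of Huang et al. the counts were 58 of 61 and 59 of 59, and for the ABA list of Harb et al. 79 of 88 and 64 of 66. The moderate treatments were closer to an even split for induced genes: 74 of 99 on day 1 (mDr1), 21 of 30 on day 10 (mDr10) and 19 of 31 for the core genes of Wilkins et al. Repressed genes of these 3 lists were repressed here in 48 of 52, 30 of 37 and 26 of 30 cases. RAB18, a dehydrin gene and a marker of the response to ABA, was at 4.01 in Col-0 at stage 2, and the proline synthesis gene P5CS1 at 4.93. Additional file 3 holds genes that the authors called on these samples, so the tallies are not independent evidence of the lists' direction.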

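Of the drought genes of Col-0 that differed in hsi2-2 at wilting, most induced ones were lower and most repressed ones higher. LEA7, an induced LEA gene, was at −1.91 in hsi2-2 over Col-0 at stage 2 (standard error 0.25, n = 3, adjusted p = 0.00208 from limma), TSPO at −1.39 (adjusted p = 0.0168) and AT3G17520 at −1.02 (adjusted p = 0.0106). DELTA-TIP, a repressed gene, was at 1.61 (standard error 0.426, n = 3, adjusted p = 0.0401 from limma), and AT2G41090 at 1.12 (adjusted p = 0.0419), with a signal above background on 2 of 3 arrays in hsi2-2 and 1 of 3 in Col-0. The most strongly induced genes did not all take part: LTP4 was at −0.47 and LTP3 at 0.12 (adjusted p = 0.176 and 0.897 from limma). Among genes induced over 2.5-fold in Col-0, 472 passed a p of 0.05 and a fold of 1.5 in hsi2-2 at stage 2, of which 426 were lower and 46 higher (90.25% lower). Among repressed genes, 422 passed, of which 397 were higher and 25 lower (94.1% higher). Without stage 2 replicate B, 274 induced genes passed, 245 lower and 29 higher, and 235 repressed genes, 217 higher and 18 lower. At an adjusted p under 0.05, 434 induced genes were lower and 34 higher, and 352 repressed genes were higher and 16 lower. Since Col-0 at stage 2 enters both comparisons, the drought call and the mutant call were also taken from different arrays, which gave 85.7% lower and 91.2% higher. Simulated mutants with no effect gave means of 55.2% and 57.1% with highest values of 78.05% and 66.7%. They do not stand for variation between whole arrays. With genotypes exchanged on arrays of stage 2, the highest other shares of the larger direction were 100% and 98.98%.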

Genes found to be induced in response to drought stress in our dataset (>2.5-fold) were predominantly down-regulated when differentially expressed in the *hsi2* mutant (vs. Col-0) at stage 2 (>92%), while genes repressed by drought were mostly up-regulated (93%) when differentially expressed in the *hsi2* mutant at this drought stage (Additional file 3). Similar patterns were observed when genes differentially expressed in *hsi2* vs. Col-0 at stage 2 were compared to published lists of drought-regulated transcripts of Huang *et al.*[12] or the progressive drought (pDr) and ABA-induced genes of Harb *et al*. [14] (Additional file 3). 

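Genes on the published lists of severe drought and ABA showed opposite signs in hsi2-2 and in the drought response. Of the genes that passed a p of 0.05 and a fold of 1.5 at stage 2, 127 marked as induced by progressive drought were lower in hsi2-2 and 27 higher, while 13 marked as repressed were lower and 147 higher. On the list of Huang et al., 33 induced genes were lower and 9 higher, and 36 repressed genes were higher and 8 lower. On the ABA list, 54 induced genes were lower and 8 higher (87.1% lower), and 43 repressed genes were higher and 2 lower (95.6% higher). COR47, a dehydrin gene induced by cold and drought, was at −1.50 in hsi2-2 (adjusted p = 0.0138 from limma) and the dehydrin gene LTI30 at −1.52 (standard error 0.293, n = 3, adjusted p = 0.012 from limma). RAB18, given by the paper as an example, was at −0.85 and did not pass (adjusted p = 0.0753). The marks come from other studies, but which genes Additional file 3 lists was decided on these samples.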

Analysis of GO terms enriched in genes induced by drought and down-regulated in *hsi2* vs. Col-0 at stage 2 identified predominantly drought-associated processes, including response to abiotic stimulus, ABA, and water deprivation (Table 2). These terms were not enriched in the gene list induced by drought and up-regulated in *hsi2*.

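Some drought markers, LEA genes and ABA phosphatases fell in hsi2-2 at wilting, and others did not change or rose. Of 31 ABA- and drought-responsive marker genes, 8 fell and 2 rose (12 and 3 adjusted over the list alone), with a median of −0.45 (camera, adjusted p = 4.93e-04, and adjusted p = 0.485 with an estimated correlation). LTI65 was at −1.23 (standard error 0.153, n = 3, adjusted p = 0.00161 from limma) and ERD10, a dehydrin gene, at −1.08 (adjusted p = 0.0203). Of 25 genes for LEA proteins and dehydrins, 10 fell and 3 rose (12 and 3 adjusted over the list alone), with a median of −0.68 (camera, adjusted p = 3.25e-04, and adjusted p = 0.485 with an estimated correlation). AT5G44310 was at −2.11 (standard error 0.203, n = 3, adjusted p = 4.59e-04 from limma) and AT3G15670 at −1.21. Of 9 PP2C phosphatases, which turn ABA signalling down, 3 fell (3 adjusted over the list alone): HAI3 at −1.06, AHG1 at −1.05 (hsi2-2 signal above background on 2 of 3 arrays) and ABI2 at −0.76 (camera, adjusted p = 0.00154, and adjusted p = 0.485 with an estimated correlation). Of 16 genes of proline, raffinose and lysine metabolism, 4 fell (5 adjusted over the list alone, where 1 rose), with P5CS2, a proline synthesis enzyme, at −1.35 and the lysine degradation gene AT4G33150 at −1.84 (camera, adjusted p = 0.00725, and adjusted p = 0.485 with an estimated correlation). Among the examples of Table 2, the cytochrome P450 genes CYP705A12, CYP705A15 and CYP705A19 were at −2.14, −1.96 and −2.17 (adjusted p = 3.08e-04, 0.00277 and 8.97e-05 from limma), and the zinc finger gene RHL41 (ZAT12) at −1.38 (adjusted p = 0.0179). GO enrichment itself was not repeated, since no GO annotation comes with the files.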

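Genes with a positive drought response in Col-0 that rose in hsi2-2 at stage 2 include LTP2 and COR15B. LTP2 encodes a lipid transfer protein. It was at 1.59 (standard error 0.386, n = 3, adjusted p = 0.0291 from limma) and was induced in Col-0 to 3.86. 4CL2, which encodes 4-coumarate-CoA ligase, was at 0.51 (adjusted p = 0.00879 from limma), and at 0.81 in the drought response of Col-0, under the 2.5-fold threshold. COR15B, a cold-regulated chloroplast protein gene, rose to 1.03 (adjusted p = 0.0114 from limma). Of 21 phenylpropanoid and flavonoid synthesis genes, 4 rose and 0 fell (7 and 0 adjusted over the list alone), with a median of 0.39 (camera, adjusted p = 4.93e-04, and adjusted p = 0.485 with an estimated correlation). They include FLS1, a flavonol synthase, at 0.99 and TT4, chalcone synthase, at 0.58. The LEA gene AtLEA4-1 rose to 1.57 (standard error 0.14, n = 3, adjusted p = 3.15e-04 from limma), against the direction of most changed genes of its list, and was under the 2.5-fold threshold in Col-0.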

**Table 2:** **Representative GO terms enriched in the *hsi2-2 *** **mutant versus Col-0 and regulated by drought stress**

***Description***	***GO term***	***Enrichment***	***p-value***	***Example***	***AGI***
**Induced by Drought and Down-regulated at Stage 2 ( *hsi2 *:Col-0)**					
P* response to abiotic stimulus	GO:0009628	2.03	5.27E-04	ABA receptor GCR2	At1g52920
P response to temperature stimulus	GO:0009266	3.51	3.41E-04	RAB18, RD29B	At5g66400; At5g52300
P response to light intensity	GO:0009642	8.51	5.27E-04	ZAT12	At5g59820
P response to water deprivation	GO:0009414	4.28	2.98E-03	RAB18, ANAC019	At5g66400; At1g52890
P response to abscisic acid stimulus	GO:0009737	3.51	1.18E-03	RAB18, RD29B	At5g66400; At5g52300
F* oxygen binding	GO:0019825	3.63	4.93E-04	CYP705A12, -15, -19	At5g42580; At3g20080; At3g20100
**Induced by Drought and Up-regulated at Stage 2 ( *hsi2 *:Col-0)**					
P secondary metabolism	GO:0019748	5.48	6.12E-03	4-coumarate-CoA ligase 2	At3g21240
C* plasma membrane	GO:0005886	4.98	8.54E-03	LTP2	At2g38530
**Repressed by Drought and Up-regulated at Stage 2 ( *hsi2 *:Col-0)**					
P steroid biosynthesis	GO:0006694	12.34	7.97E-03	DWARF 4	At3g50660
P carbohydrate metabolism	GO:0005975	2.22	4.50E-04	Glycosyl hydrolase 9C2, 9B8, and 17	At1g64390; At2g32990; At2g05790
P secondary metabolism	GO:0019748	2.3	9.31E-03	ESM1, CAD4	At3g14210; At3g19450
P carboxylic acid metabolism	GO:0019752	2.28	1.10E-03	LOX2	At3g45140
F water transporter activity	GO:0005372	9.73	1.52E-04	DELTA-TIP, PIP1	At3g16240; At3g61430
F carbon-oxygen lyase activity	GO:0016835	4.31	1.27E-03	α- and β-carbonic anhydrase 1	At3g52720; At3g01500
C endomembrane system	GO:0012505	1.53	1.55E-05	RKL1, LTP7	At1g48480; At2g15050
C plastid thylakoid	GO:0031976	3.18	1.57E-04	β-carbonic anhydrase 1	At3g01500
C anchored to membrane	GO:0031225	3.65	1.31E-04	TOO MANY MOUTHS	At1g80080
**Repressed by drought and Down-regulated at Stage 2 ( *hsi2 *:Col-0)**					
P DNA metabolism	GO:0006259	6.94	7.51E-04	KRYPTONITE	At5g13960
F protein binding	GO:0005515	2.64	6.11E-03	Variant in methylation 4	At1g66040
**Induced by Drought and Down-regulated at Stage 1 ( *hsi2 *:Col-0)**					
F electrochemical potential-driven transporter activity	GO:0015290	5.88	1.65E-03	GPT2, ZIFL2	At1g61800; At3g43790
**Induced by Drought and Up-regulated at Stage 1 ( *hsi2 *:Col-0)**					
P nitrogen compound biosynthesis	GO:0044271	5.07	8.23E-03	GLN1.3	At3g17820
P response to chemical stimulus	GO:0042221	2.23	7.92E-03	FIBRILLIN	At4g04020
F oxidoreductase activity	GO:0016491	2.54	8.39E-04	FERREDOXIN3	At2g27510
F protein ser/thr phosphatase activity	GO:0004722	5.43	6.47E-03	PP2CA2	At1g30220
**Repressed by Drought and Up-regulated at Stage 1 ( *hsi2 *:Col-0)**					
P cellular carbohydrate metabolism	GO:0044262	4.24	3.01E-03	Cellulose synthase-like B1	At2g32610
F hydrolase activity	GO:0016787	1.86	9.05E-03	Methyl IAA esterase	At5g58310
**Induced by Drought and Up-regulated at Stage 0 ( *hsi2 *:Col-0)**					
P phenylpropanoid metabolism	GO:0009698	19.64	5.15E-05	TT6G, CAD	At3g51240; At1g09500
P response to temperature stimulus	GO:0009266	7.17	8.46E-03	COR15B	At2g42530
P response to abiotic stimulus	GO:0009628	3.09	3.72E-03	COR15B, AGL19	At2g42530; At4g22950
F oxidoreductase activity	GO:0016491	3.56	3.15E-03	TTG6, CAD	At3g51240; At1g09500
**Repressed by Drought and Down-regulated at Stage 0 ( *hsi2 *:Col-0)**					
P protein modification	GO:0006464	6.34	7.37E-04	HDAC 18	At5g61070
F kinase activity	GO:0016301	7.34	3.75E-04	Cysteine-rich receptor-like protein kinase 4	At3g45860

* P, Biological Process; F, Biological Function; C, Cellular Component.

In cases where multiple related classifications were significant, only a subset is listed. Lists with fewer than 3 genes are not shown. Enrichments were performed at http://bioinformatics.psb.ugent.be/ATCOECIS using *p* < 0.05.

Comparisons of gene lists differentially expressed in *hsi2* vs. Col-0 at stage 2 to lists from Wilkins *et al*. [36] or the moderate drought (mDr) treatments of Harb *et al*. [14] failed to identify a clear trend between the direction of change in *hsi2* vs. Col-0 relative to drought inducibility/repression (Additional file 3). However, drought-induced genes from these moderate drought treatments, the pDr of Harb *et al.*[14], and the present study were predominantly up-regulated when differentially expressed in *hsi2* vs. Col-0 at stage 1, reaching over 80% for genes induced in mDr1 and mDr10 of Harb *et al*. [14] and up-regulated in *hsi2* vs. Col-0 at stage 1 (Additional file 3). 

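At stage 2, genes on the lists of moderate drought were more often higher in hsi2-2 whether induced or repressed, except for an even split of induced mDr1 genes. Of the induced genes that passed a p of 0.05 and a fold of 1.5, 32 of mDr1 were higher and 32 lower, 14 of mDr10 were higher and 7 lower, and 16 of the list of Wilkins et al. were higher and 4 lower. Of the repressed genes, 22 of mDr1 were higher and 11 lower, 19 of mDr10 higher and 12 lower, and 13 of the list of Wilkins et al. higher and 7 lower. Repressed genes were thus higher in 66.7%, 61.3% and 65% of cases, and induced genes in 50%, 66.7% and 80%. Among the genes of Table 2 that Col-0 repressed, ESM1, which steers glucosinolate breakdown, was at 1.99 (standard error 0.281, n = 3, adjusted p = 0.00294 from limma) and the lipoxygenase gene LOX2 at 1.27 (adjusted p = 0.0182). The brassinosteroid synthesis gene DWF4 was at 0.62 (adjusted p = 0.0289 from limma), and the glycosyl hydrolase genes GH9C2 and AT2G05790 at 0.80 and 1.39 (adjusted p = 0.0259 and 0.00445), GH9C2 with a Col-0 signal above background on 1 of 3 arrays. The lists hold genes that the study selected on these samples and are not independent evidence.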

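At stage 1, before wilting, drought-induced genes that differed in hsi2-2 were more often higher, by a share next to the highest of mutants simulated with no effect. Of those that passed a p of 0.05 and a fold of 1.5, 35 of mDr1 were higher and 8 lower (81.4% higher), 11 of mDr10 higher and 2 lower (84.6%), and 46 of progressive drought higher and 15 lower (75.4%). On the ABA list 16 were higher and 1 lower, and on that of Huang et al. 15 were higher and 2 lower. Which genes carry these marks in Additional file 3 was decided on these samples. Of genes induced here in Col-0, 59 were higher and 33 lower (64.1% higher), with 25 and 15 at an adjusted p under 0.05, and of genes called as induced between stages 2 and 1, 60 were higher and 25 lower (70.59% higher). The highest of 20 simulated mutants with no effect reached 64.1% and 70.45%. INT2, an inositol transporter gene, was at 0.97 in hsi2-2 at stage 1 (standard error 0.175, n = 3, adjusted p = 0.0337 from limma), with a Col-0 signal above background on 2 of 3 arrays, and was induced in Col-0 to 6.65. GLN1.3, a glutamine synthetase gene, was at 0.95 (adjusted p = 0.0255 from limma). GPT2, an induced plastid sugar phosphate transporter gene, was at −0.92 and did not pass (adjusted p = 0.0596 from limma). Of the 31 ABA- and drought-responsive marker genes, 0 changed at stage 1 (1 rose adjusted over the list alone), with an adjusted p of 0.373 by camera in limma. Without stage 1 replicate C the share of induced genes that were higher was 48.0%.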

Genes repressed by drought or ABA did not show the complimentary trend and no clear trends were identified in the stage 0 data. 

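Genes marked as repressed by drought or ABA went both ways at stage 1, and the lower values of genes repressed here in wilted Col-0 came from replicate C. Of those that passed a p of 0.05 and a fold of 1.5, 25 of progressive drought were higher in hsi2-2 and 21 lower, 5 of the ABA list higher and 7 lower, 5 of mDr1 higher and 7 lower, and 7 of mDr10 higher and 5 lower. Of genes repressed here in Col-0, 37 were higher and 78 lower, and of those called between stages 2 and 1, 28 were higher and 83 lower. The median of the repressed genes was −0.0207, 0.0244 and −0.258 on stage 1 replicates A, B and C, and for drought-repressed genes the share higher was 62.8% without stage 1 replicate C. At stage 0 the published lists held few genes that passed: 8 induced by progressive drought were higher and 5 lower in the channel labelled hsi2-2, and 6 repressed were higher and 2 lower. On the ABA list, 2 induced genes were higher and 1 lower at that stage, and on that of Huang et al. 4 were higher and 0 lower. HSI2 did not follow the label on those arrays, and which genes the lists hold was decided on these samples. CYP707A1, an enzyme of ABA breakdown that Col-0 induced at wilting to 3.09, fell in hsi2-2 at stage 2 to −0.76 (adjusted p = 0.00609 from limma), as did AAO3, an enzyme of ABA synthesis, at −0.81 (adjusted p = 0.0123). These were the 2 of 11 measured genes of ABA synthesis and catabolism that fell (2 adjusted over the list alone), and camera gave an adjusted p of 0.376 for the list. Of 9 PYR/PYL ABA receptors, 1 fell at stage 1 (3 adjusted over the list alone), PYL5 at −0.72 (standard error 0.123, n = 3, adjusted p = 0.0255 from limma), with adjusted p = 6.43e-04 for the list by camera and adjusted p = 0.356 with an estimated correlation.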

Notable GO terms enriched in drought-regulated genes differentially expressed in *hsi2* vs. Col-0 at stage 0 or stage 1 include response to abiotic, temperature and chemical stimuli, and oxidoreductase activity (Table 2). 

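AT1G09500, given in Table 2 as a cinnamyl alcohol dehydrogenase, was at 1.14 in the channel labelled hsi2-2 at stage 0 (standard error 0.218, adjusted p = 0.245 from limma) and rose in hsi2-2 at stage 1 to 1.58 (standard error 0.256, n = 3, adjusted p = 0.019 from limma). F3H, a flavanone hydroxylase gene, was at 0.62 at stage 0, COR15B at 0.57 and the MADS-box gene AGL19 at 0.26. HDA18, a histone deacetylase gene, and the receptor kinase gene CRK4 were at −0.54 and −0.87. None of these 6 genes passed over all genes at stage 0 in limma, where HSI2 did not follow the label. At stage 1, the zinc transporter homolog ZIFL2 fell to −0.92 (adjusted p = 0.0125 from limma), with a signal above background on 1 of 3 arrays in each genotype. The ferredoxin gene FD3 was at 0.46, the fibrillin gene FIB at 0.42, the cellulose synthase-like gene CSLB01 at 0.48 and the esterase gene MES18 at 1.06, none of which passed the test (adjusted p between 0.121 and 0.623).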

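Drought genes of Col-0 made up 56.3% of the genes past the thresholds at stage 0 and again at stage 2, against 24.7% of all genes. Mutants simulated with no effect gave 55.7% to 77.9% and 60% to 70.3%, so that neither share is above them and that of stage 2 is below. Those simulations passed a mean of 95.7 and 169.2 genes, against 444 and 1588 here. At stage 0, 44 genes that Col-0 induced over 2.5-fold passed a p of 0.05 and a fold of 1.5, 13 higher and 31 lower in the channel labelled hsi2-2, and 206 repressed genes passed, 15 higher and 191 lower. None passed with adjustment over all genes in limma. Without stage 0 replicate B, 15 induced genes passed the thresholds, 11 higher and 4 lower, and 66 repressed genes, 3 higher and 63 lower. Without replicate C, 129 induced genes passed, 22 higher and 107 lower, and 358 repressed genes, 82 higher and 276 lower. On the arrays of stage 0 HSI2 did not follow the label. A test of the difference between the mutant's effects at stages 2 and 0 called 307 genes, 160 with a more positive and 147 with a more negative effect at stage 2. The molybdate transporter gene MOT1, induced in wilted Col-0, differed by −1.35 (adjusted p = 0.00701 from limma). The cell wall extensin gene EXT3 differed by 2.98 (standard error 0.316, adjusted p = 0.00568 from limma). Of the 31 ABA- and drought-responsive marker genes, 2 differed, both more negative at stage 2 (8 more negative and 2 more positive adjusted over the list alone). The count of 307 was 13 without stage 2 replicate B and 70 to 192 without any other array of stages 0 and 2 or without stage 1 replicate A. The paper draws its conclusion on drought- and ABA-regulated genes from its comparisons taken together, and reports no clear trend for stage 0.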

Taken together, these results indicate that the *hsi2* mutant constitutively expresses a number of drought- and ABA-responsive genes but under wilting conditions, the induction or repression of drought- and ABA-regulated genes is attenuated relative to the wild-type.

### Accumulation of ABA-responsive transcripts in response to the ABA analog PBI425 is not compromised in the *hsi2* mutant

To ascertain the possible involvement of HSI2 during the early responses to ABA and osmotic stress, RNA was extracted from two-week-old seedlings of Col-0 and *hsi2-2*, 4 h after treatment with PBI425 or PEG 8000, and the expression of selected genes was analyzed by k-RT-PCR. Steady-state mRNA levels of five well-known ABA responsive marker genes (*COR78/RD29A, RD29B*, *ERD6*, *KIN1*, and *RD22*[14,15]) continued to show wild-type induction to PBI425 and PEG 8000 in the *hsi2-2* mutant, while *RAB18* mRNA levels were higher in *hsi2* than Col-0 following exposure to the ABA analog (Figure 8).

**Figure 8:**
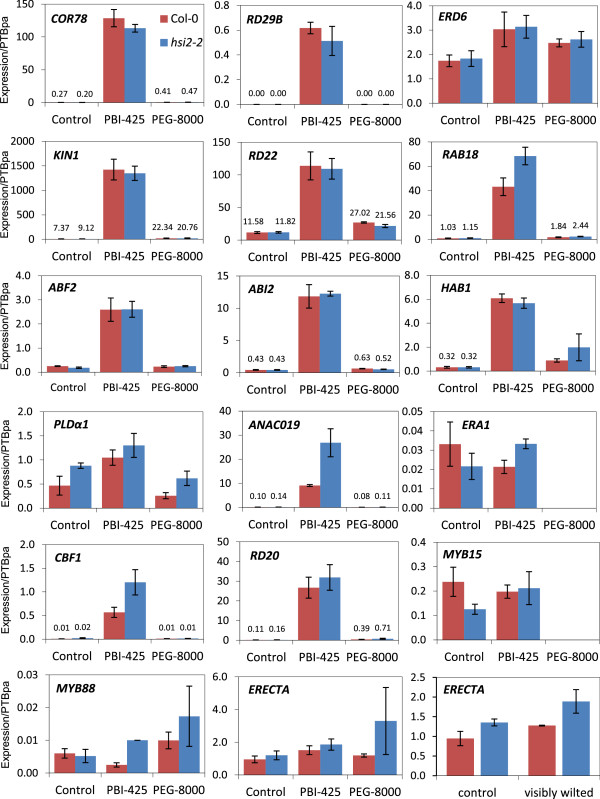
**Kinetic RT-PCR analysis of gene expression.** cDNA was synthesized from total RNA from 14-day old seedlings treated with 25 μM PBI425 or 20% PEG 8000 for 4 h. Amplification of the housekeeping gene encoding polypyrimidine tract-binding protein1 (PTBpa, AT3G01150) was used as control to normalize expression data. All values represent the averages of three biological replicates, each analyzed three times (technical replicates) ± standard error. In cases where expression levels were too small to graph, values are indicated in writing. If no bar is visible and no value indicated, the analysis was not performed.

Of 6 genes tested that have been implicated in ABA signaling, mRNA levels for three (*ABF2*, *ABI2* and *HAB1*) [37] were highly induced by PBI425 but displayed identical expression patterns in Col-0 and *hsi2-2* (Figure 8). Transcripts for *PHOSPHOLIPASE Dα1* (*PLDα1*) and *ANAC019*, both positive regulators of ABA signalling [38,39], showed higher levels of expression in the mutant than wild-type following treatment with PBI425. With *PLDα1*, mRNA levels in *hsi2* were also higher in the control and PEG 8000 treatments, suggesting constitutive differences in expression rather than altered responses to ABA and drought. Expression of *ERA1*, which encodes a farnesyl transferase and a negative regulator of ABA signalling [40], was not inducible by PBI425 and showed no consistent differences between Col-0 and *hsi2-2*.

Two genes implicated in mediating drought stress (*CBF1* and *RD20*) were highly inducible by PBI425 (Figure 8). While *hsi2-2* and Col-0 displayed identical patterns of expression for *RD20* in control and PBI425 treatments, expression of the transcription factor *CBF1* was higher in *hsi2-2* following treatment with the ABA analog. Expression of neither *MYB15*, *MYB88* nor *ERECTA* were inducible by PBI425; however, levels of *MYB15* in *hsi2-2* were lower in the control, but not the PBI425 treatment and *MYB88* levels were higher in *hsi2* following PBI425 treatment. Levels of *ERECTA* mRNA also showed a trend of being higher in the *hsi2* mutant under different treatments, although differences were more obvious in the PEG 8000 treatment. Differences in *ERECTA* expression were also observed in rosette leaves before and after drought stress (Figure 8). Thus, the loss of HSI2 function did not affect the expression of most genes tested within 4 h of PBI425 treatment. A longer-term study may reveal latent changes in ABA-inducible expression, if any, of these genes in the mutant compared to the wild type.

## Discussion

Our analyses establish a role for HSI2 in response to water stress during the vegetative stage of the *Arabidopsis* life cycle. Specifically, loss of *HSI2* function results in plants better able to maintain physiological water potential under limiting water conditions, as indicated by reduced wilting and higher leaf RWC (Figure 2*)*, while overexpression of *HSI2* yields a complementary phenotype. These results are consistent with *HSI2* acting as a negative regulator. The ability of the *hsi2* mutant to avoid low water potential is likely attributed, at least in part, to lower stomatal conductance (Figure 4), effectively reducing transpirational water loss. Consistent with this phenotype, the mutant constitutively expresses higher levels of genes implicated in reducing water loss or improving water use. These include *ERECTA*, a positive regulator of water use efficiency through control of stomatal density and conductance [31] and *PHOSPHOLIPASE Dα1*, a positive regulator of ABA-induced stomatal movement and early-stage drought resistance [38] (Figure 8). Conversely, the transcription factor *GTL1*, a negative regulator of water use efficiency through its effect on stomatal density [32] is down-regulated in *hsi2* at stage 0. Despite these changes in gene expression, no differences in stomatal density were obvious between the *hsi2* mutants and their corresponding wild-types in preliminary analyses. 

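GTL1 mRNA did not differ detectably in well-watered plants: its log2 ratio in the channel labelled hsi2-2 at stage 0 was 0.05 (standard error 0.0825, adjusted p = 0.898 from limma), on arrays where HSI2 did not follow the label. In Col-0, GTL1 fell during drought to −2.10 (standard error 0.156, adjusted p = 5.08e-09 from limma). Of 16 measured genes of stomatal development, 0 changed at stage 0 (0 adjusted over the list alone), although all 16 had positive fold changes, with medians of −0.116, 0.276, 0.0292 and 0.718 on replicates A to D and a fitted median of 0.21 (camera, adjusted p = 1.53e-04, and adjusted p = 0.416 with an estimated correlation). At stage 2, 0 of them changed in hsi2-2 (adjusted p = 0.0616 by camera in limma). STOMAGEN, a peptide that raises stomatal density, was at 0.90 (adjusted p = 0.0566 from limma), ER at 0.63 and TMM at 0.74. Of 8 guard cell markers, 0 changed at any stage, among them MYB60 at 0.31 (signal above background on 2 of 3 arrays in hsi2-2 and 1 of 3 in Col-0) and KAT1 at 0.22 at stage 2. In wilted Col-0, 14 of the 16 genes of stomatal development fell and 1 rose, including SDD1, a protease that lowers stomatal density, at least 8.12-fold.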

Stomatal density in *Arabidopsis* is developmentally controlled and affected by the environment [41]. Accordingly, more detailed analyses are required of both stomatal density and aperture. It is noteworthy that *HSI2* transcripts are likely preferentially expressed in guard cells in the absence of stress [42,43], and thus could be involved in the direct or indirect regulation of guard cell genes.

An unanticipated finding of this study was the reduced levels of numerous metabolites and gene transcripts associated with tolerance to dehydration stress measured in the *hsi2-2* mutant, compared to Col-0. This includes lower levels of ABA and several ABA metabolites (Figure 5) as well as osmolytes and osmoprotectants (Figure 6). 

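The median of all genes that Col-0 induced was lower in hsi2-2 at wilting on each array. The median log2 ratio of the 1986 induced genes was −0.28, −0.37 and −0.12 on stage 2 replicates A, B and C, and that of the 2411 repressed genes was 0.25, 0.32 and 0.04. The Col-0 signal of these arrays also entered the call of the genes, so part of the shift is built in. On the arrays of stage 1 the induced genes had medians of −0.04, −0.03 and 0.19, and on those of stage 0 between −0.15 and 0.03. Among the largest falls at stage 2 were AT4G20320 at −2.60 (standard error 0.328, n = 3, adjusted p = 0.00173 from limma) and CYP81G1, a cytochrome P450 gene, at −2.37 (hsi2-2 signal above background on 2 of 3 arrays), and Col-0 induced the former to 6.13. NADP-ME1, a malic enzyme gene, was at −1.76 (adjusted p = 0.00108 from limma) and FER2, a ferritin gene, at −1.20. SUVH4 (KRYPTONITE), a histone methyltransferase gene given in Table 2, was at −0.38 and did not pass (adjusted p = 0.0618 from limma).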

Global analysis of gene expression revealed that most genes up-regulated under severe drought conditions are expressed at lower levels in *hsi2-2* than in Col-0 (Additional file 3). Among GO terms highly enriched in these lists of genes include response to abiotic stimulus, response to water deprivation, and response to ABA stimulus (Table 2). It is noteworthy that levels of many of these metabolites continue to be induced, and levels of gene transcripts up-regulated, under drought conditions; it is the magnitude of change that is dampened in the mutant compared to the wild-type. These results are consistent with *hsi2-2* plants experiencing, or at least perceiving, a milder dehydration stress than the wild-type under the conditions tested. 

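Drought-regulated genes responded in hsi2-2 in the direction of Col-0, by a smaller amount on average. Of the 4397 genes called in Col-0 between stages 2 and 0, 3550 were also called in hsi2-2 in the same direction and 0 in the opposite direction. The stage 0 side of the hsi2-2 response is the channel labelled hsi2-2, where HSI2 did not follow the label. LTI78 (RD29A) rose in hsi2-2 to 6.13 against 6.99 in Col-0. The slope of the hsi2-2 response on the Col-0 response, by total least squares across genes, was 0.907 (jackknife standard error over arrays 0.042), and 3108 genes (70.7%) responded less in hsi2-2. That share was not taken on split arrays, and selection of the genes by their Col-0 response tends by itself to raise it. With genes selected and responses measured on different arrays the slope averaged 0.919 over 6 splits, from 0.845 to 0.971. Simulated mutants with no effect gave slopes between 0.989 and 0.999. That range is narrower than the jackknife standard error, so the simulations do not carry the variation between whole arrays. The correlation of both responses across genes was 0.982, and genes are not independent replicates. Between stages 2 and 1, where replicates A and C shared slides, 1400 induced genes rose by a mean of 2.32 in Col-0 and 1.81 in hsi2-2, a ratio of 0.78, and 1961 repressed genes changed by −2.22 and −1.81, a ratio of 0.818. Selection of these genes by the Col-0 response on the same arrays tends by itself to lower the ratios, which were not measured on split arrays.

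**Figure D2:**
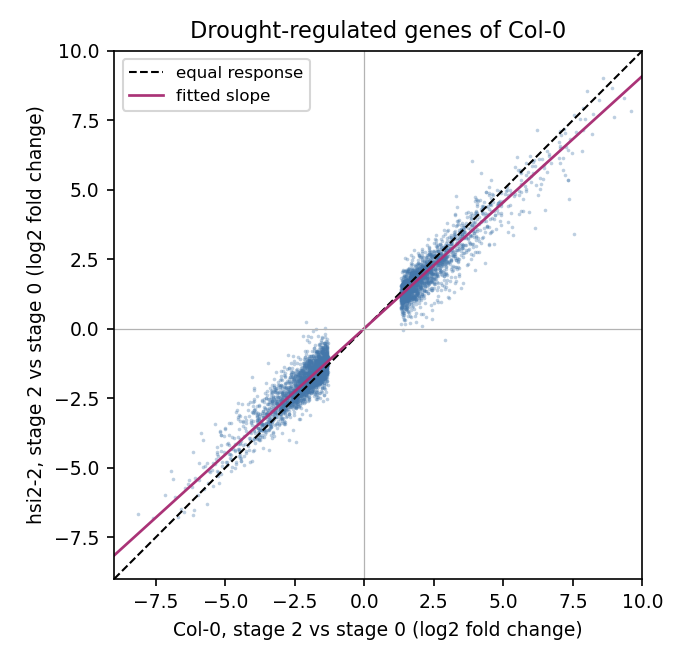
Log2 fold change between stages 2 and 0 in Col-0 (horizontal) and hsi2-2 (vertical, against the channel labelled hsi2-2 at stage 0) for the 4397 genes called in Col-0, one point per gene, with the line of equal response (dashed) and the total least squares line (solid). The fitted line, with a slope of 0.907, is less steep than the line of equal response.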

One possible explanation for these findings is that the ability of *hsi2-2* seedlings to maintain RWC and avoid low water potential for a longer time than Col-0 delays the onset of cellular dehydration and attenuates its severity. Indeed, based on our metabolite and gene expression data, there is no evidence to indicate that *hsi2-2* seedlings should have greater tolerance to dehydration stress. This includes expression analysis of several genes associated with dehydration stress in seedlings treated with a PEG solution that simulates dehydration stress (Figure 8). The possibility that HSI2 affects drought tolerance by regulating other, and possibly, novel pathways cannot be excluded at this time and requires further investigation. Among the GO terms most significantly enriched in genes differentially expressed in *hsi2* vs Col-0 are endomembranes and chloroplasts and represent potential targets for future studies. 

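The medians of chloroplast genes were above 0 in hsi2-2 at both drought stages, on 2 of 3 arrays at each, and few genes passed. Of 36 genes of photosynthesis and light harvesting, 2 rose at stage 2 and 0 fell (1 and 0 adjusted over the list alone): PSBQ-2, a photosystem II subunit, at 1.201 (standard error 0.259, n = 3, adjusted p = 0.0186 from limma), and the antenna protein gene LHCB6 at 0.75 (adjusted p = 0.0475). The list medians were 0.504, −0.0671 and 0.41 on the replicates of stage 1 and 0.606, 0.774 and −0.249 on those of stage 2. The fitted list median was 0.29 at stage 2 (camera, adjusted p = 0.0014, and adjusted p = 0.576 with an estimated correlation). At stage 1, 0 of them changed (0 adjusted over the list alone), with a median of 0.22 (camera, adjusted p = 4.27e-04, and adjusted p = 0.842 with an estimated correlation). CA1 and ACA1, carbonic anhydrase genes of Table 2, were at 0.70 and 0.41 at stage 2 (adjusted p = 0.0506 and 0.381 from limma). The receptor kinase gene RKL1 was at 0.91 (adjusted p = 0.0347 from limma) and the lipid transfer gene LTP at 0.77 (adjusted p = 0.0446), both given in Table 2 for the endomembrane system. ACA1 and LTP had a signal above background on 2 of 3 arrays in both genotypes, and RKL1 on 2 of 3 in Col-0.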

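Transporter genes changed in both directions in hsi2-2 at stage 2. AAP7, an amino acid permease, rose to 1.71 (standard error 0.162, n = 3, adjusted p = 4.21e-04 from limma), AAP6 to 1.04 (Col-0 signal above background on 2 of 3 arrays) and the polyamine transporter PUT4 to 0.61. The ABC transporters ABCG18 and ABCG19 rose to 1.02 and 0.99, and the auxin efflux carrier PIN7 to 1.13 (adjusted p = 0.0257 from limma). Among MATE efflux genes AT1G33080 rose to 0.92 and AT3G03620 fell to −2.09 (standard error 0.261, n = 3, adjusted p = 0.00167 from limma), with an hsi2-2 signal above background on 2 of 3 arrays. The nitrate transporter gene NRT1.7 of the proton-dependent oligopeptide transport family fell to −0.999 and the glucosinolate transporter gene GTR2 to −0.53. Of 251 measured transporters of these families, 22 rose and 15 fell (31 and 19 adjusted over the families alone), with 7 and 1 of 62 ABC transporters, 4 and 2 of 46 amino acid transporters, 4 and 4 of 52 sugar transporters, 2 and 4 of 28 MATE genes, 3 and 1 of 10 nitrate transporters and 0 and 3 of 23 oligopeptide transporters. Of 20 aquaporins, 2 rose and 0 fell (2 and 0 adjusted over the list alone), DELTA-TIP and TIP2, the latter at 1.17 (adjusted p = 0.0294 from limma). Camera gave an adjusted p of 0.00591 for the list, and adjusted p = 0.485 with an estimated correlation. Members of these families were taken from the gene descriptions of the array, after the paper's text had been read and the data seen. This match counts ZIFL2, a zinc transporter homolog, among the sugar transporters that fell. It counts PTR2 among the nitrate and not the oligopeptide transporters that rose. Counts of single families are therefore approximate.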

Included in the endomembranes group are a number of transporters (amino acid, water channel, polyamine transporters, and membrane) such as MATE efflux family proteins, proton-dependent oligopeptide transport (POT) family proteins, auxin efflux carriers, ABC transporters, a delta TIP (water channel protein), sugar and nitrate transporters and a cytochrome oxidase. Recently, differential expression of genes encoding pumps and transporters were associated with increased drought tolerance of rice near isogenic lines [13].

Seeds acquire desiccation tolerance during the final stages of maturation. Desiccation tolerance is also an important component of drought tolerance, and parallels between the two processes have been drawn previously [7]. HSI2 is known to be required for repression of seed maturation genes upon germination and the transition to vegetative growth [22,24,26]. In the absence of direct evidence for altered HSI2 activity in response of drought stress (Figure 1 and [23]), it could be argued that increased drought tolerance of the *hsi2* mutant is a secondary effect triggered by the derepression of seed desiccation genes during vegetative growth. Indeed, transcripts of four genes encoding LEA proteins are constitutively up-regulated in leaves of the *hsi2* mutant (Additional file 2) and GO terms consistent with antioxidant activity (e.g. flavonoids, oxidoreductases) are enriched (Table 2). However, these changes are unlikely to account for the altered dehydration avoidance responses described above. 

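More than 1 in 2 LEA genes had no signal above background in well-watered plants, which leaves their ratio open there. Of the 25 measured, 0 changed at stage 0 in the channel labelled hsi2-2 (0 adjusted over the list alone). In both channels 13 of them, LEA4-5 (AT5G06760) and LEA7 included, were not above background on any array of this stage, and 11 were above it in both. At this stage HSI2 did not follow the label. At stage 1, 0 of the 25 changed either. Of 3 measured seed storage and oil body genes, HSD5 was higher at stage 0 when adjusted over the list alone, and 0 passed over all genes. At stage 2, HSD5 and the LEA gene EM1 rose (2 adjusted over the list alone), EM1 to 0.81 (adjusted p = 0.0207 from limma). Of 21 phenylpropanoid and flavonoid synthesis genes, 0 changed at stage 0 (0 adjusted over the list alone), with a median of 0.15 (camera, adjusted p = 6.94e-05, and adjusted p = 0.416 with an estimated correlation). Heat shock and antioxidant genes had a median of −0.21 in the channel labelled hsi2-2 (camera, adjusted p = 0.00799, and adjusted p = 0.416 with an estimated correlation).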

Overall, 23% of genes differentially regulated in *hsi2* at stage 0 are also differentially expressed during the later stages of seed maturation, with 16% showing the same directionality of change in both conditions (data not shown). These values are lower than those observed in seedlings of *hsi2* mutants [24,26]. Given that *HSI2* regulation of seed maturation genes is dependent on sugar [22], the differences are likely attributed to the inclusion of sucrose in the media used to grow seedlings. An alternative possibility is that HSI2 may only be required for a limited period of time during vegetative development for repressing seed maturation programs, as reported for PICKLE [44]. Of note, the seedling studies reported up-regulation of gene encoding master regulators of seed maturation (LEC1 and AFL clade B3 transcription factors). Of these, only transcripts of *FUS3* were detected above background in leaves three-week-old Col-0 or *hsi2* plants, and its expression was not altered by loss of *HSI2*. Thus, activation of seed maturation genes in leaves of the *hsi2* mutant is likely to involve different signalling events. 

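FUS3 signal was above background on part of the arrays, and its ratio stayed near 0. The kept FUS3 probe was above background on 6 arrays in the hsi2-2 channel and on 9 in the Col-0 channel, of which 0 and 3 were at stage 0, and a second FUS3 probe on 2 and 3. The median log2 ratio of the kept probe was −0.09, from −0.51 to 0.35 over the 10 arrays. LEC1 and ABI3 were above background on 0 arrays in either channel, and LEC2 on 1 in each. Of the other seed maturation regulators, DOG1 and AGL15 rose at both drought stages, AGL15 with a Col-0 signal not above background, and ABI5, a bZIP factor of ABA signalling, fell to −0.51 at stage 2 (adjusted p = 0.0271 from limma). Of 6 measured regulators, 2 rose at stage 1, and 2 rose and 1 fell at stage 2 (2 and 2 adjusted over the list alone at stage 2). At stage 0, DOG1 and AGL15 were higher in the channel labelled hsi2-2 when adjusted over the list alone, 0 passed over all genes, and camera gave adjusted p = 0.0124 for the list, or adjusted p = 0.356 with an estimated correlation. HSI2 did not follow the label at that stage.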

In a number of organisms, genes regulating embryogenic events have been shown to be required at later stages of development, including in response to stress [45,46]. Thus, a role for HSI2 in repressing seed maturation genes upon germination and later, in response to water stress, is not unprecedented.

Our results indicate that HSI2 is not absolutely required for ABA signalling during drought stress. Both the (+)-ABA and its analog PBI425, which increase drought tolerance by activating ABA responses and ABA signalling [12,29], continued to effectively induce greater drought tolerance in both the *hsi2* mutant and *35S:HSI2* plants without altering the relative tolerance of these genotypes compared to the wild-type (Figure 3). PBI425 was also effective at reducing stomatal conductance in the mutant, with levels continuing to be lower than the wild-type following treatment (Figure 4). Furthermore, the expression of several genes involved in ABA synthesis and signalling was unaltered in the mutant 4 hr after treatment with PBI425 (Figure 8), suggesting the mutant is not affected in its ability to respond to this hyperactive ABA analog, and presumably to ABA itself. In cases where gene expression was different between the mutant and wild-type following PBI425, it was typically also altered in the absence of PBI425, suggesting an ABA-independent cause. Although differences in the levels of several ABA-responsive genes were observed between *hsi2* and wild-type when plants displayed visible wilting symptoms, these were measured several days following water withdrawal, thus complicating interpretation. Altered patterns of gene expression under these conditions are likely attributed, at least in part, to different levels of ABA in the mutant at wilting, which in turn we hypothesize to result for better maintenance of water potential in the mutant. Although the effects of PBI425 are mediated through ABA signalling, global transcript profiling indicates that the two compounds do not act in an identical fashion [29]. Furthermore, exogenous application of growth regulators is limited in its ability to resolve the function of endogenous ones. For these reasons, additional research will be required to study the relationship between HSI2 and ABA. This should include evaluating the role of endogenous ABA and ABA signalling by epistatic analysis of *hsi2* and mutants defective in ABA synthesis or perception, such as *nced3*.

Given that HSI2 is an EAR-dependent transcriptional repressor [23], it could act to limit the transcription of a subset of drought-inducible genes when water is abundant. Such target genes would be constitutively de-repressed upon loss of HSI2 function, as observed in comparisons of *hsi2* and Col-0 transcriptomes at stage 0 (Table 2 and Additional file 3), conferring a benefit to the mutant upon initial exposure to limiting water conditions. 

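At stage 0, most genes past the thresholds were lower in the channel labelled hsi2-2, drought-regulated genes among them, and for induced genes this rested on single arrays. The 1986 genes induced in Col-0 had a median log2 ratio of −0.06 at stage 0, and the 2411 repressed genes one of 0.06. Of those past the thresholds, 29.5% of the induced and 7.28% of the repressed genes were higher, against at least 31.8% and 32.6% in 20 simulated mutants with no effect, which share the Col-0 channel in the same way. For drought-induced genes the share higher was 73.3% without stage 0 replicate B and 48.8% without stage 0 replicate D. Of the induced genes, 152 were not above background in either channel at this stage. KIN1, a cold- and ABA-induced gene, was at −0.53, and TSPO and LTI65 were not above background in one of the channels. Of the 31 ABA- and drought-responsive marker genes, 0 passed the test (0 adjusted over the list alone), 6 had a positive ratio, and the list median was −0.14 (camera in limma, adjusted p = 0.067). AT5G16980, induced in Col-0 to 2.59, was at 1.77 at stage 0 (standard error 0.295, adjusted p = 0.225 from limma), where its signal was above background on 3 of 4 arrays in the channel labelled hsi2-2 and 1 of 4 in Col-0, and rose in hsi2-2 at stage 1 to 2.43. AT1G62290, induced to 3.35, was at 1.05 at stage 0 and rose to 2.32 at stage 1 (adjusted p = 0.00435 from limma). HSI2 did not follow the label on these arrays, and the array with the highest HSI2 ratio, replicate C, had the smallest spread of ratios, with an SD of 0.162 against 0.317 to 0.472 on the other 3.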

Several previously reported stress responsive genes from *Arabidopsis,* including *SFR6*, *LEA4-5*, *ATPAL1*, *AtCIMS*, *EGY3*, *ATCP1*, *ATHAL3*, *ATHSP-70*, *FAR1*, and *GDH1*, are differentially expressed in *hsi2* in the absence of a drought stress. 

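At stage 0, GDH1, a glutamate dehydrogenase gene, was at −0.66 in the channel labelled hsi2-2 (standard error 0.14, adjusted p = 0.265 from limma) and SFR6, a gene of freezing tolerance, at −0.21. PAL1, the entry enzyme of phenylpropanoid synthesis, was at 0.41, CP1 at 0.49 and FAR1 at −0.35. ATMS1 (AtCIMS), a methionine synthase gene, was at 0.15, EGY3 at 0.04 (Col-0 signal above background on 3 of 4 arrays) and HAL3A at −0.04. These genes did not pass over all genes in limma, and HSI2 did not follow the label on the arrays of this stage. Of these genes, ATMS1 rose in hsi2-2 at stage 2, to 0.70 (standard error 0.14, n = 3, adjusted p = 0.0142 from limma).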

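Under watering, 251 transporters of 8 families showed few differences. At a p of 0.05 and a fold of 1.5, the amino acid transporter gene AT5G15240 was higher in the channel labelled hsi2-2, at 0.64 (standard error 0.13, adjusted p = 0.248 from limma), and 6 transporters were lower, among them PEN3, an ABC transporter of defence, at −0.62, and LHT1, an amino acid transporter, at −0.81. With adjustment over all genes, 0 passed in limma (0 adjusted over the families alone). Among 52 lipid transfer protein genes, 0 were higher and 4 lower. The calcium exchanger gene CAX3 was at −1.16 and the sucrose transporter gene SUT4 at 0.44 (adjusted p = 0.266 and 0.278 from limma), the latter above background on 3 of 4 arrays in the channel labelled hsi2-2 and 1 of 4 in Col-0. Of the 15 genes in the stage 0 list of Additional file 3 with a transport term in their description, 9 were measured here. Of these, 5 were higher and 4 lower, and 8 had the direction given in that file. The HSI2 signal on these arrays did not follow the label.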

Notably, nearly all of the differentially expressed genes involved in cellular/transmembrane transport (of sugar, lipids and metal ions) are up-regulated in the mutant suggesting more active transport and detoxification than in the wild-type. Also consistent with detoxification, possibly of reactive oxygen species known to accumulate in response to abiotic stress, is the enrichment of GO terms for oxidoreductases and flavonoids in *hsi2* at stage 0 (Table 2). 

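Of 255 measured oxidoreductases, 3 were higher and 12 lower in the channel labelled hsi2-2 at stage 0 at a p of 0.05 and a fold of 1.5, and 0 passed over all genes (3 higher and 4 lower adjusted over the family alone). The glutaredoxin gene GRX480, which is induced by salicylic acid, was at −2.28 (standard error 0.286, adjusted p = 0.105 from limma), with a signal above background on 2 of 4 arrays in the channel labelled hsi2-2, and AT1G18180 at 0.64. For HSI2 itself, stage 0 did not follow the label. At stage 1, 8 oxidoreductases rose in hsi2-2 and 0 fell, and at stage 2, 19 rose and 10 fell, including the hydroxypyruvate reductase gene HPR3 at 1.35 (standard error 0.158, n = 3, adjusted p = 0.0011 from limma) and AT5G58660 at 1.13. Of 42 peroxidases, 2 rose and 2 fell at stage 2, with PRXR1 at 1.295 (adjusted p = 0.0316 from limma) and the ascorbate peroxidase gene APX2 at −0.45 (adjusted p = 0.0163), above background on 2 of 3 arrays in hsi2-2.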

We speculate that HSI2-mediated transcriptional repression is naturally relieved upon perception of limiting water conditions. Transcript levels of *HSI2* do not appear to be altered in response to stress (Figure 1 and [23]), suggesting that de-repression of drought-related HSI2 targets is likely mediated by translational or post-translational modification of HSI2. Several EAR-containing plant proteins have been shown to be post-translationally modified by phosphorylation or poly-ubiquitination, providing a potential means of relieving their repressive effects on gene expression (reviewed in [47]).

## Conclusions

By subjecting single *hsi2* mutants and plants overexpressing *HSI2* to simulated drought stress by withholding watering, we have demonstrated a role for the putative chromatin remodelling factor HSI2 during drought stress at vegetative stage of the *Arabidopsis* life cycle life. Although elucidating the exact role of HSI2 will require additional research, available information indicates that it fulfils a negative role in maintaining physiological water potential under limiting water conditions and as such represents a potential target for genetic manipulation towards the development of crops better suited for cultivation under water-limited environments. Formal demonstration that HSI2 activity is regulated in response to drought stress will be important to resolving its biological role at this stage of the plant life cycle. The identification of direct targets for HSI2, the dynamics of HSI2 binding to these targets and the associated epigenetic state of the targets following water withdrawal will be required to clarify the involvement and mechanism of action of *HSI2* in mediating drought-related gene expression.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (L.) Heynh. was used throughout. T-DNA insertion lines, *hsi2-2* (SALK_088606) and *hsi2-5* (WiscDsLox388F10) were identified from the Salk Institute Genomic Laboratory Genomic database (http://signal.salk.edu; [48] and obtained from the *Arabidopsis* Biological Resource Centre (ABRC, http://abrc.osu.edu/). The locations of T-DNA insertions were confirmed by sequencing of PCR fragments and plants homozygous for the T-DNA insertions were identified by PCR (oligos used for PCR amplification are listed in Additional file 4).

To generate plants overexpressing *HSI2*, the genomic protein-coding region of At2g30470 was amplified by PCR from the BAC T6B20 (ABRC) and inserted sequentially into pDONRZeo (Invitrogen, http://www.invitrogen.com) and the pK7WG2 [49] derivative pER330 (E. Risseeuw and R. Datla, unpublished) using Gateway technology (Invitrogen). The integrity of the resulting *35S:HSI2* gene was confirmed by sequencing. Transgenic plants were generated by dipping inflorescences of Col-0 [50] in a suspension of *Agrobacterium tumefaciens* GV3101 (MP90) harboring the modified T-DNA binary plasmid and subjecting the resulting seeds to antibiotic selection (30 mg l^-1^ kanamycin). Independent T_3_ or T_4_ lines expressing the transgene were analyzed.

Unless otherwise noted, seeds of different genotypes were stratified for 2 days at 4°C, sown on Sunshine #4 potting mix (Sun Gro Horticulture, http://www.sungro.com/) and transferred to environment-controlled growth chambers with a 16-h photoperiod (200 μmol m^-2^ s^-1^) at 22/20°C (day/night). All samples for gene, hormone and metabolite analysis were collected at the same time of day to minimize circadian effects, immediately frozen in liquid nitrogen and stored at -80°C.

### Drought treatments and measurements

Plants were watered as needed to maintain the soil moisture near field capacity and fertilized weekly with 20 N:20P:20 K until three-week-old, at which point they were subjected to drought stress by withholding water. Visual wilting, indicated by progressive loss of lush green color of leaves and drooping of leaf blades and petiole, was monitored daily thereafter until more than 80% plants were wilting. At the end of the observation period, plants were re-watered to field capacity, and recovery was recorded 24 h thereafter. Drought response (visual wilting) and recovery from wilting upon re-watering were evaluated in three independent batches of plants, originating from at least 2 different seed lots, with 36–72 plants observed per batch. Leaf water status was measured when more than 50% of the plants started to wilt. Results are presented as leaf Relative Water Content (RWC = fresh weight-dry weight/turgid weight-dry weight) and as percentage of wilted or dead plants at, or over, a certain period of time. In experiments evaluating the effect of the ABA analog on the onset and progress of drought stress, three-week-old plants were subjected to root-dip treatment with 30 μM of (+)-ABA or 20 μM of the long-lived synthetic ABA analog, (+)-8’-acetylene ABA (PBI425) in 0.05% ethanol v/v [27] and watering was withheld thereafter. The concentrations of ABA and the PBI425 were chosen based on information from the published literature [12]. Preliminary dose–response experiments established these levels as being effective at delaying visual wilting in Col-0 without undesired side effects, such as the accumulation of anthocyanins and leaf curling, that were observed when higher concentrations of PBI425 or (+)-ABA were applied. Because the *hsi2* mutant responded very similarly to ABA and PBI425, and PBI425 offers several advantages over natural ABA when the sustained presence of hormonal activity is required, the synthetic analog was used in subsequent experiments. Student’s *t*-test (p ≤ 0.05) was performed to identify significant differences between treatments.

### Measurement of stomatal conductance

Stomatal conductance was measured from fully expanded young leaves from well-watered or PBI425-treated plants using a steady state leaf porometer (Model SC-1,Decagon Devices, http://www.decagon.com) following the manufacturer’s instructions. Porometer readings were taken from the adaxial side (lower surface) of leaves by placing the sensor head at the widest part of the leaf and holding it in place until the measurement was complete (~ 30 seconds/reading). Measurements were taken from 2–4 leaves per plant and 8–12 different plants from each genotype and treatment. Porometer readings taken different leaves of a plant were averaged to derive a single value, and genotype and treatment average were calculated thereafter. Measurements were performed between 9:30 am to 11:30 am, two h after lights were turned on in the cabinets.

### Quantification of ABA and metabolites by LC-MS/MS

Analysis was conducted at the National Research Council, Saskatoon, by UPLC-ESI-MS/MS (http://www.nrc-cnrc.gc.ca/eng/solutions/advisory/plant_hormone.html) as described in Chiwocha *et al.*[51]. For ABA profiling, tissues for analysis were harvested from the aerial portion of 3-week-old, well-watered (soil saturated to field capacity), drought-stressed (showing wilting) and re-watered (to field capacity, 24 h) plants. Each sample consisted of material pooled from six plants.

### Metabolomic profiling and analysis

For metabolic profiling analyses, tissues were harvested from the aerial portion of 3-week-old, well-watered (to soil saturation, near field capacity), drought-stressed (showing visible wilting) and re-watered (to soil saturation for 24 h) plants and frozen immediately in liquid nitrogen and stored at -80°C until analyzed. Samples were collected in three biological replicates per genotype and each sample (65–250 mg) consisted of material pooled from six plants. Frozen tissues were freeze-dried and analyzed by Metabolon Inc (http://www.metabolon.com) as described by Oliver *et al.*[52]. Briefly, samples were extracted and prepared for analysis using Metabolon’s standard solvent extraction method. The extracted samples were split into equal parts for analysis on the GC/MS and LC/MS/MS platforms. Also included were several technical replicate samples created from a homogeneous pool containing a small amount of all samples considered in the study. A total 156 named biochemicals were identified. Following log transformation and imputation with minimum observed values for each compound, ANOVA contrasts were used to identify biochemicals that differed significantly between two genotypes at various time points.

### Microarray analysis

Gene-expression profiles were generated using *Arabidopsis* 4 × 44 K oligonucleotide microarrays (http://www.agilent.com). Total RNA was isolated using the Qiagen RNAeasy Plant Mini Kit (http://www.qiagen.com) and quality was assessed using an Agilent-2100 Bioanalyzer. Each sample co-hybridized consisted of rosette leaves from four plants. Four independent biological replicates were analyzed at stage 0 (well-watered to field capacity) and three replicates at each of stage 1 (dry soil following withholding watering but before visible wilting) and stage 2 (visible wilting). Labeling and hybridization were performed following the manufacturer’s protocol using Agilent’s QuickAmp Labeling kit for two-color microarrays and incorporated a dye swap design. After washing, arrays were scanned and signals converted to expression data using GenePix 4000B scanner (GenePix Pro. 6.1, http://www.moleculardevices.com). Further in-house analysis was performed in GeneSpring GX.10 (Agilent). Additional analyses of differentially expressed genes were conducted using the following web-based tools; the Classification SuperViewer (The BAR; http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi), ATCOECIS (http://bioinformatics.psb.ugent.be/ATCOECIS), and Athena (http://www.bioinformatics2.wsu.edu/cgi-bin/Athena/cgi/analysis_select.pl). To compare expression levels of the wild-type before and after drought, single channel intensity values were obtained using the formula intensity calculator plugin in BASE 2.14.0 (http://base.thep.lu.se) and normalized with the Limma software package for R [53], using robust spline for intra-array and quantile for interarray normalizations. MIAME complaint data have been submitted to GEO (Accession # GSE39347).

### Kinetic polymerase chain reaction analysis

Total RNA was isolated using the Agilent Plant RNA Isolation Mini Kit and treated with amplification grade DNase I (Invitrogen). The first-strand cDNA was synthesized using SuperScript^®^ II reverse transcriptase (Invitrogen) and kinetic Polymerase Chain Reaction was performed on an MX3005P spectrofluorometric thermal cycler (Stratagene, http://www.stratagene.com) as described by Sharma *et al*. [54]. Amplification of the housekeeping gene encoding polypyrimidine tract-binding protein1 (PTBpa; AT3G01150) was used as control to normalize expression data. The list of genes analyzed and primers used in k-RT-PCR experiments are presented in Additional file 5.

For analysis of gene expression in response to PBI425 and polyethylene glycol, seeds were surface sterilized, stratified as above, and germinated on agar solidified 0.5× Murashige and Skoog (MS) medium (Sigma, http://www.sigma.com) in 150 × 15 mm Petri plates in a controlled environment chamber (80–100 μmol m^-2^ s^-1^ light Intensity, 16-h photoperiod, 24°C). Fourteen-day-old plants were flooded with PBI425 (25 μM) or 20% PEG 8000 on the germination plates and incubated at room temperature for 4 h prior to tissue harvest.

## Abbreviations

35S: Cauliflower mosaic virus 35S promoter; ABA: Abscisic acid; ABA-GE: ABA-glucose ester; ABI3: Absicic acid insensitive3; AFL: ABI3/FUS3/LEC2; DPA: Dihydrophaseic acid; FUS3: FUSCA3; GO: Gene ontology; HSI2: High-level expression of sugar inducible gene2; HSL1: HSI2-Like1; HSL2: HSI2-Like2; k-RT-PCR: Kinetic reverse-transcriptase PCR; LEA: Late-embryogenesis abundant; LEC2: Leafy cotyledon2; mDr: Moderate drought; OEx: Over expression (lines show increased levels of *HSI2* transcripts); PA: Phaseic acid; pDr: Progressive drought; PHD: Plant homeodomain; PLDα1: Phospholipase Dα1; RWC: Relative water content; t-ABA: *Trans*-ABA; VAL1: Viviparous ABI3-Like1.

## Competing interests

Patent applications have been filed on the use of HSI2 to enhance drought tolerance (International Patent Application PCT/CA2010/000754, United States Patent Application 13320813). Authors NS and PRF are inventors on these applications.

## Authors’ contributions

NS and PRF conceived the study, analyzed and interpreted the data, and drafted the manuscript with the assistance of KB and YB. NS and YB generated plant material and performed physiological studies. YB and KB performed gene expression analyses. KB assisted with microarray data analysis and with the preparation of figures and tables. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Heat maps of metabolic responses in Col-0 and *hsi2-2 *** **to drought stress.** Click here for file

Additional file 2 **Annotated list of probe sets differentially regulated in leaves of *hsi2-2 *** **at each stages of drought.** Click here for file

Additional file 3 Summary of comparisons between genes found to be regulated by drought in the present study and the literature. Click here for file

Additional file 4 **Summary of comparisons between genes found to be regulated by drought in the present study and the literature, considering directions of expression changes.** Genes with >2.5× difference in average signal intensity between Col‒0 at stage 0 vs stage 2 were compared. Duplicate AGI codes were removed. Click here for file

Additional file 5 List of genes and primer sequences used in this study. Click here for file

# Supplementary material for: High-level expression of sugar inducible gene2 (HSI2) is a negative regulator of drought stress tolerance in Arabidopsis
**Source:** BMC Plant Biol. 2013 Oct 29;13:170. doi: 10.1186/1471-2229-13-170
**Supplement:** Additional file 5 — List of genes and primer sequences used in this study.

Additional file 5

Primers used for characterization of T-DNA insertions:

*hsi2-2* (SALK_088606)

Forward: CCTCTTTCCAAAGACAGGAGG

Reverse: GGTGATGTCTTTTCTTGTCCTTG

T-DNA (LBb1): AACGTCCGCAATGTGTTATTAAGTTGTC

*hsi2-5* (CS854013, WiscDsLox388F10)

Forward: ACTCTCTTCTTTCTCCACCGC

Reverse: CCTCCTGTCTTTGGAAAGAGG

T-DNA (LB): GCGTGGACCGCTTGCTGCAACT

Primers used for k-RT-PCR:

| **Gene** | **AGI** | **Forward Primer Sequence** | **Reverse Primer Sequence** |
| --- | --- | --- | --- |
| *ABF2* | AT1G45249 | TTTGCAGGTTCAAGGTTCTAGTTTGCCTCT | TCGTTAAAGACTGATCTCCAAGTCCCACAA |
| *ABI2* | AT5G57050 | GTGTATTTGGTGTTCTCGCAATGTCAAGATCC | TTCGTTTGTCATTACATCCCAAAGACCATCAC |
| *ANAC019* | AT1G52890 | CATAATAACTCGGTACCGGAACTCGGAATG | TATTAAACCCGTGACTGCTCTCGACTTCCT |
| *CBF1* | AT4G25490 | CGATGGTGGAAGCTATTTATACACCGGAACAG | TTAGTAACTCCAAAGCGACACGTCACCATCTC |
| *COR78* | AT5G52310 | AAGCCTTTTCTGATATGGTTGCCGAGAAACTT | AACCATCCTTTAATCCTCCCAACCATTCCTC |
| *ERA1* | AT5G40280 | TTATCTGATGAAAGGCTTAAGGCAGCTTGG | TCCCCAAGCAAAGCTATTGAATGAAGAATC |
| *ERD6* | AT1G08930 | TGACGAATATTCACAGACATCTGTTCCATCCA | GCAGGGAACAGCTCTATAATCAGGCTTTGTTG |
| *ERECTA1* | AT2G26330 | TATTCCCTCTCTCACTTGGGGAGTCTTCTG | CTGCACCATATGCTATCTTAAGCCGTGTGT |
| *GTL1* | AT1G33240 | AACCGCCACAAGAAGGACTTGTTAATGTTC | GTCTTCTGGCTTTTCTGTTCCTTGTGGACT |
| *HAB1* | AT1G72770 | CGCGGGTGTAAATCAGGATACCAATACTTC | TGCCCCAAAGCGGTATACAATCTAGTTCAT |
| *KIN1* | AT5G15960 | ATGTCAGAGACCAACAAGAATGCCTTCCAA | CGGTCTTGTCCTTCACGAAGTTAACACCTC |
| *MYB15* | AT3G23250 | CGTATCGAATGACCTAGAAGTGGCTGGTTT | CCAATACATCGAACCAGAAGTCCATCTCAC |
| *MYB88* | AT2G02820 | CACTTTTGTGTGAGGCACAGAGATTGTTTG | TTATCCGTTCTTCCTGAGACCACTTTTGCT |
| *MYB96* | AT5G62470 | TTAACATGGCAAAACAAGCTCTTTGTGAGG | ATAACAACGGTCAAGCAAAGCTGATGAGAA |
| *PLDα1* | AT3G15730 | ATGTACAACTTCGAGCAGAGATGGAGCAAG | GTGGTCCTCTTGGAACATAACAGGAGAAGG |
| *RAB18* | AT1G43890 | GACAAGGAGGGAGGAGGAAGAAGGGAATAA | CAGACTGATCATGATGACCTGGCAACTTCT |
| *RD20* | AT2G33380 | ACCGAAGGAAGGTATGTCCCAGTTAACCTC | GATTTCCCTCGGTTACATTCCAAACCTCTT |
| *RD22* | AT5G25610 | GGTAAATATCACGTCAGGGCTGTTTCCACT | GTAGAACACCGCGAATGGGTACTTCTGTTT |
| *RD29B* | AT5G52300 | CAGAAGAACCAATCAGAATTCACCATCCAG | TCGTGATCATGACCATTTCCATGTTTAGTG |
| *HSI2* | AT2G30470 | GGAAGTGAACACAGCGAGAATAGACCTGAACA | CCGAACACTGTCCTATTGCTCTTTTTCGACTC |
| *PTB1* | AT3G01150 | AGAATATGCAGTATGCTGTCACTGTGGATG | TTGTCGCTAAAAGCCTTAACATTCAGATCA |

How the deposited data were processed for this re-analysis (not part of the article)

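Gene expression was measured on 10 dual-color oligonucleotide arrays, each with RNA from rosette leaves of 4 hsi2-2 plants in one dye and of 4 Col-0 plants in the other. There were 4 arrays of well-watered plants (stage 0), 3 of plants in dry soil before wilting (stage 1) and 3 of wilted plants (stage 2), and watering had stopped at an age of 3 weeks. According to the labels, hsi2-2 was in Cy5 on 6 arrays and in Cy3 on 4. Replicate letters were not used to pair arrays of different stages, since neither the labels nor the paper gives them a shared batch and the correlation of deviations between arrays of one letter ranged from −0.031 to 0.302. These arrays were each other's best match in 6 of 9 cases, and on 2 slides the arrays of stages 1 and 2 had the same letter. Per the file headers, 4 slides each held 2 arrays, and 2 arrays give no slide. Stage 0 was on other slides than replicates A and C of stages 1 and 2, which shared slides by letter, and replicates B of both give none.

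The intensity values are the signals of each spot in 2 channels as deposited, scanned by the authors with no normalization and with the background not subtracted. The deposited percent values give the share of a spot's pixels that the authors' scanner software recorded as saturated. The log2 values of the series are ratios of hsi2-2 over Col-0 that the authors normalized by a method the paper does not state. Each column of them was checked against the scanner signals of its array.

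The median signal of a spot was 1.95 to 3.16 times the local background in the hsi2-2 channel and 2.02 to 3.78 times in the Col-0 channel, and at most 0.0662% of spots were saturated. Weak transcripts therefore have compressed ratios. Where all probes of a gene were below background in one group on every array, the fold is given as a lower bound. Where a group was below background on some arrays, or only in the kept probe, the fitted fold is given with the number of arrays above background. The bound is open to dye bias, since dye swaps were not balanced at stages 1 and 2, and no fold is given where it exceeded the fitted fold or both groups were below background.

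Of 43603 probes without controls, 34234 were matched to a locus by RefSeq accession and 2007 by the locus the file names. For 347 probes with several loci the file's own locus was kept, and 111 with several and 6904 with none were left out. Probes above local background by more than 2 SD on every array of at least 1 of the 6 groups of genotype and stage were kept (26320). The probe with the highest mean intensity stood for each locus, which gave 17812 genes. Of the genes the paper names, NCED9, VIM4 and HAL3B had no kept probe.

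Median signals were background-corrected by normexp with an offset of 50 and normalized within arrays by loess in limma 3.58.1 under R 4.3.3. Log2 ratios were turned to hsi2-2 over Col-0. One linear model with a coefficient for each stage and a dye term was fitted to all arrays, with 6 residual and 4.06 prior degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counts were also taken at the paper's thresholds, an unadjusted p of 0.05 and a fold of 1.5. Drought responses within a genotype came from a separate-channel model of 6 groups after robust spline and quantile normalization, with an intraspot correlation of 0.411. Drought genes of Col-0 had a fold over 2.5 and an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

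Gene lists were tested with camera in limma at a preset correlation between genes of 0.01, with adjustment over the lists, and also with an estimated correlation and with fry. Members were counted with adjustment over all genes and over the list alone. The 24 lists were ABA- and drought-responsive marker genes, PP2C phosphatases of ABA signalling, PYR/PYL ABA receptors, ABA synthesis and catabolism, LEA proteins and dehydrins, seed storage and oil body proteins, seed maturation regulators, aquaporins, phenylpropanoid and flavonoid synthesis, photosynthesis and light harvesting, proline, raffinose and lysine metabolism, stomatal development, guard cell markers, floral organ identity genes, flowering time genes of the FLC clade and their targets, root markers, leaf senescence, heat shock and antioxidant proteins, CBF/DREB factors, salicylic acid defence, jasmonate synthesis and response, brassinosteroid synthesis, HSI2 clade and Polycomb genes, and reference genes. Families of transporters, lipid transfer proteins, cytochrome P450, oxidoreductases and peroxidases were taken from the gene descriptions of the array after the data had been seen.

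Genes were named by rule: at each stage the 10 largest rises and the 10 largest falls among called genes with the same direction on every array of the stage, the 10 largest changes each way in Col-0, HSI2, examples from each list, and every gene the paper names for the arrays. The values of the paper's additional tables had been seen when the rule was written. Members of the families, genes that differ most between stages 2 and 0 and genes past the thresholds at all stages were chosen after their values were seen.

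The procedure was tested on simulated data, in which 90.1%, 75.3% and 77.8% of genes changed by 2-fold were recovered at stages 0, 1 and 2, with 7, 8 and 8 false calls. Of genes changed by 1.5-fold, 45.9%, 26.2% and 26.2% were recovered. The simulated noise was independent between genes, with one spread per gene for all stages and no deviating array. These shares therefore do not give the recovery on the real arrays. For the share of drought genes with opposite signs in both comparisons, 20 mutants with no effect were simulated. The same simulations were read for the other drought classes and stages after the values had been seen. A test of each of 2982 drought genes against a response smaller by one factor was also chosen after them, with 20 simulations of its own.

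The alternatives were no background correction, an offset of 10, median centring, robust spline within arrays, no filter, no dye term, each stage fitted alone, a test of each gene on the arrays of its stage without a pooled spread, any probe of a gene, the deposited log2 ratios, slide as a random block, the replicate letter as a block, and leaving out each array. For drought responses they were another normalization, a dye term, the fold alone, and calls from different arrays. Alternatives chosen after seeing the data were the mean spot signal, stages 1 and 2 only, drought genes called between stages 2 and 1, the same on replicates A and C alone, and drought genes called in hsi2-2. GO enrichment was left out, since no GO annotation comes with the files, as were the measurements of plants, metabolites and single transcripts, which are not analysed here.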

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

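Calls from different arrays, the simulated mutants and the class ratios for a drought response that is smaller by one factor were set before the result was seen; the rule that compares the first 2 and the other tests below came after it.

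On the well-watered arrays HSI2 did not follow the label, and on replicate C the genes that changed at both drought stages had medians near 0. Among these arrays replicate C was flagged as far from the other 3 for AT1G03106 (0.267 against a fitted 2.42), SGS3 (0.278) and GPCR (0.38). These flags are among 4 in 70 tests, about the number that chance gives. The HSI2 effect differs between stages 2 and 0 by −3.59 (adjusted p = 0.00778 from limma). A poor hybridization of replicate C is argued against by its probes above background, compared within each dye at stage 0. In Cy3 it had 26471, against 26383 to 27282 on the other arrays. In Cy5 it had 25321, against 24480 to 25135. Plants other than hsi2-2 in the channel labelled hsi2-2 of replicate C may explain the medians near 0: the genes raised at stages 1 and 2 have a median there of 0.0329. The HSI2 ratio of 1.39 there is not explained by plants with the HSI2 level of Col-0. The median of these genes prompted the explanation and so does not test it. Replicates A, B and D show these genes raised but HSI2 not lowered by its later amount, and an HSI2 transcript in hsi2-2 that depends on watering (lowest stage 0 level 9.049) cannot be told apart from slide and scan, which differ from those known for stages 1 and 2, although the paper's RT-PCR shows little HSI2 mRNA in watered and in wilted hsi2-2 leaves.

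Drought-regulated genes of Col-0 were shifted toward the watered level in hsi2-2 at stage 2. The Col-0 channel shared by both comparisons is argued against by calls from different arrays, which gave 85.68% of induced genes lower and 91.24% of repressed genes higher, above the highest simulated shares of 78.05% and 66.7%. Slides and scans that differ between stages 0 and 2 are argued against by drought genes called between stages 2 and 1 on replicates A and C, whose arrays share slides, with 92% lower and 95.39% higher. A drought response that is smaller by one factor for all genes is left open: the ratios of induced and repressed genes differ by 0.0375, which does not test single genes, 2 of 2982 single genes depart from a factor of 0.8, and 34 induced genes were higher at stage 2 at an adjusted p under 0.05 in limma. Whether plants dried at a different pace was not tested.

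Salicylic acid defence genes were lower on stage 0 replicates A and B. Dye bias is argued against, since the lowest list median on arrays of stages 1 and 2 with hsi2-2 in Cy5 was −0.233. A difference between slides cannot be told apart: the medians of replicates A and B differ from those of C and D by −1.56, and these slides also differ in dye orientation and hold different plants. No biological explanation was tested.

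Of 70 groups of 4 arrays tested, 4 held an array far from the others, where chance gives about 1 in 20. Chance alone could therefore give these 4. The fourth is the brassinosteroid synthesis list, with a median of −0.192 on stage 0 replicate D. The hsi2-2 effect differs between stages 2 and 0 for 307 genes and between stages 2 and 1 for 34. Among genes outside those the paper discusses, MRD1 fell to −4.15, IAMT1 rose to 3.42 and MAF5 rose to 2.93 (at least 7.45-fold) at stage 2.

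When the arrays of 2 stages were regrouped in all 35 ways, only the real grouping (1 of 35) gave as large a result in 3 comparisons. That is the smallest share that 35 regroupings can give. The counts were 4397 genes (highest other 3001) for the Col-0 response at stage 2 and 307 (0) for the difference between stages 2 and 0. For the Col-0 response at stage 1, 424 rose and 211 fell (highest other 135 in total). Stage 0 was on other slides than those known for stages 1 and 2, so these regroupings cannot tell watering from slide. For genes past the thresholds at all 3 stages chance cannot be excluded: 55 genes against a highest other of 145, with 5 of 100 drawn assignments as large. Within a stage the splits are too few for a share under 0.05. The real counts and highest others were 0 and 0 at stage 0 (8 of 8 splits as large), 181 and 0 at stage 1 and 1886 and 0 at stage 2 (1 of 4 each). At the paper's thresholds they were 444 and 549 (2 of 8, the latter with stage 0 replicate C exchanged), 499 and 188, and 1588 and 252. The shares of drought genes were 90.25% and 94.08% at stage 2 against 100% and 98.98% (2 of 4 each), and 64.13% at stage 1 against 100% (4 of 4). The stage 1 share also lies next to the highest of 20 simulated mutants with no effect, 64.1%.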

How the results depend on the processing

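The settings with the mean spot signal, stages 1 and 2 only, drought genes between stages 2 and 1 (also on replicates A and C alone) and drought genes called in hsi2-2 were chosen after the result was seen.

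Changed genes. At stage 0 the count of 0 was 2 with an offset of 10, 2 with the deposited log2 ratios and 527 with a replicate block. It was 0 to 59 without one array each, with 59 without stage 0 replicate C. At stage 1 the count of 181 was 73 with each stage fitted alone, 0 with a test without a pooled spread, and 13 to 183 without one array (13 without stage 1 replicate B, 65 without C, 73 without A, 115 without stage 2 replicate A). At stage 2 the count of 1886 was 354 with each stage fitted alone, 0 without a pooled spread, and 160 to 1980 without one array (160 without stage 2 replicate B, 943 without A, 1047 without C). Replicate B was the only array with hsi2-2 in Cy3 at stage 1 and at stage 2. Without it the fit told genotype from dye at that stage only through the other stages. The cause was not tested.

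At the paper's thresholds, a test without a pooled spread gave 38, 298 and 623 genes at stages 0, 1 and 2 and the deposited ratios 737, 1046 and 2884. Without one array the ranges were 138 to 927 (138 without stage 0 replicate B, 927 without C), 445 to 895 (895 without stage 1 replicate A) and 981 to 1963 (981 without stage 2 replicate B). The 55 genes at all stages were 152 with the deposited ratios and 36 to 97 without one array (36 without stage 0 replicate B, 97 without C). The 307 genes that differ between stages 2 and 0 were 177 with no dye term, 129 with the deposited ratios, 553 with a replicate block and 13 to 272 without one array. Of stage 0, this was 70 without replicate A, 134 without B, 110 without C and 155 without D. It was 138 without stage 1 replicate A, and 123, 13 and 192 without stage 2 replicates A, B and C. The cause was not tested.

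The Col-0 counts at stage 2 (4397) and stage 1 (424 rose and 211 fell) were within 1.5 times under every alternative (4086 to 5015 and 597 to 650 without one array). Induced genes lower at stage 2 (90.25%) were 85.68% with different arrays, 92.92% between stages 2 and 1 (92% on replicates A and C), 71.72% with genes called in hsi2-2 and 88.03% to 91.83% without one array. Repressed genes higher (94.08%) were 91.24%, 96.74% (95.39%), 82.91% and 92.34% to 95.53%. The stage 1 share (64.13%) was 79.65% with genes called in hsi2-2, 74.32% with genes called between stages 2 and 1 on replicates A and C, and 48.04% to 75.76% without one array, turning at 48.04% without stage 1 replicate C. The slope of 0.9075 was 0.82 between stages 2 and 1 and 0.8752 to 0.9303 without one array. The cause was not tested.

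Among lists that passed camera, fry passed none at stage 0 (adjusted p of at least 0.141). At stage 1 it passed PYR/PYL receptors (0.0424) and not photosynthesis (0.86). At stage 2 it passed PP2C phosphatases, LEA proteins, phenylpropanoid synthesis, proline metabolism, the FLC clade and heat shock (0.00563 to 0.0484). It did not pass ABA- and drought-responsive marker genes (0.0892), aquaporins (0.0879), leaf senescence (0.154) or photosynthesis (0.32). With an estimated correlation no list passed. The adjusted p was 0.485 at stage 2 for ABA- and drought-responsive marker genes, PP2C phosphatases, LEA proteins, aquaporins, phenylpropanoid synthesis, proline metabolism, the FLC clade, leaf senescence and heat shock, 0.576 for photosynthesis at stage 2 and 0.842 at stage 1, 0.356 for PYR/PYL receptors at stage 1 and for seed maturation regulators and jasmonate at stage 0, and 0.416 at stage 0 for phenylpropanoid synthesis, stomatal development, leaf senescence, heat shock and salicylic acid. The cause was not tested.

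Of named-gene results under all settings, 868 kept their direction and side of the threshold, 74 kept their direction and lost the call, 0 gained one and 0 reversed. The losses include 40 without a pooled spread and 14 without stage 1 replicate B. Signals of about 2 to 4 times background compress the ratios of weak transcripts.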

Differences from the paper's values

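The alternatives named here were set before the data were examined. A value comes within the paper's when it differs by no more than its spread or, for counts and shares, by no more than 1.5 times. At the paper's thresholds, the paper gives 785 genes at stage 1, and 499 passed here. The count falls within 1.5 times the paper's with no background correction, an offset of 10, no dye term, each stage fitted alone, any probe of a gene, the deposited log2 ratios, a replicate block, and without stage 0 replicate D, stage 1 replicate A or stage 1 replicate B. It does not under the other 12 alternatives. Of drought-repressed genes at stage 1 the paper finds 71.6% higher in the mutant, against 32.2% here, which comes within range without stage 1 replicate C and under no other of 15 alternatives. Of drought-induced genes at stage 0 the paper finds 72.5% higher, against 29.5% here, which comes within range without stage 0 replicate B or D and not under the other 13 alternatives. Of drought-repressed genes at stage 0 the paper finds 66.7% higher, against 7.28% here, and none of 15 alternatives comes within range. The genes that the paper itself lists as changed in the mutant and regulated by drought had its direction here in 40 of 40 induced and 15 of 15 repressed cases at stage 0 and in 96 of 97 and 67 of 67 at stage 1.

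These log2 fold changes at stage 0 come within the paper's under the deposited log2 ratios and not under the other 20 alternatives: PLDP2, the paper's 0.98 and here 0.44; AT2G37670, the paper's 2.49 and here 0.92; DOG1, the paper's 2.21 and here 1.04.

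These log2 fold changes at stage 1 come within the paper's under the deposited log2 ratios and not under the other 20 alternatives: HSI2, the paper's −3.88 and here −2.445; AT3G16650, the paper's −3.10 and here −1.15; AT1G02770, the paper's 7.13 and here 4.71; PLDP2, the paper's 1.95 and here 1.01; MYB95, the paper's 1.07 and here 0.80; DOG1, the paper's 3.52 and here 2.515.

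These log2 fold changes at stage 2 come within the paper's under the deposited log2 ratios and not under the other 20 alternatives: HSI2, the paper's −4.45 and here −3.04; GPCR, the paper's −3.35 and here −1.89; AT3G16650, the paper's −3.20 and here −1.885; PLDP2, the paper's 1.17 and here 0.83; MYB95, the paper's 2.07 and here 1.385; AT2G37670, the paper's 3.63 and here 2.48; AT2G29370, the paper's 4.09 and here 2.81; HSD5, the paper's 5.37 and here 1.815.

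No alternative of 21 comes within the paper's value for DOG1 at stage 2, the paper's 5.495 and here 3.22.

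For AT3G16650 at stage 0, the paper's −0.71 and here −0.38, the value comes within the paper's under no background correction, an offset of 10, the deposited log2 ratios, without stage 0 replicate A, without stage 0 replicate C, and under none of the other 16 alternatives.

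For AT1G02770 at stage 2, the paper's 5.25 and here 4.32, the value comes within the paper's under the deposited log2 ratios, replicate block, and under none of the other 19 alternatives.

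For AT5G60250 at all stages, IDH-III at all stages, AT1G02770 and AT2G29370 at stage 0, HSD5 at stages 0 and 1, and GPCR and AT2G37670 at stage 1, one channel was not above background here. Their folds here are lower bounds and are not set against the paper's larger values. Other values here rest on signals above background on some arrays only: in hsi2-2 on 2 of 3 for HSI2 and GPCR at stage 2 and PLDP2 at stage 1, on 1 of 3 for AT3G16650 at stages 1 and 2 and on 3 of 4 for PLDP2 and AT2G37670 at stage 0; in Col-0 on 2 of 3 for AT1G02770 and PLDP2 at stage 1 and DOG1, AT2G37670 and AT2G29370 at stage 2, on 1 of 3 for HSD5 at stage 2, on 2 of 4 for PLDP2 and 1 of 4 for AT2G37670 at stage 0.

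The paper lists GTL1 as lower in the mutant under watering, where its ratio here was 0.05 (adjusted p = 0.898 from limma) and its name is absent from the paper's stage 0 table. The paper describes nearly all of its changed transport genes (sugar, lipids and metal ions) as higher in watered mutants. From its own list, 8 of 9 measured genes had its direction (6 higher and 3 lower in the paper, 5 and 4 here). Past its thresholds, 1 of these was higher and 2 lower here. Of 251 transporters of the families taken from the array's descriptions, a different set, 1 was higher and 6 lower past the thresholds. The paper describes some LEA genes as raised in watered mutants; at its thresholds 0 of 25 measured LEA genes were higher here and 1 lower, and 13 were not above background in either channel. Directions here and in the paper's tables were the same for 206 of 229 measured genes at stage 0, 623 of 640 at stage 1 and 1183 of 1203 at stage 2.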

Other observations

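Values that belong at no claim follow, with no explanation.

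Of 9 brassinosteroid synthesis genes, 2 rose in hsi2-2 at stage 2 (3 adjusted over the list alone), DWF4 and DWF1, the latter at 1.33 (standard error 0.197, adjusted p = 0.00359 from limma). Camera gave an adjusted p of 0.0978, and fry 0.00819 for a shift on balance one way. Of 8 flowering time genes of the FLC clade and their targets, 3 rose and 1 fell (4 and 1 adjusted over the list alone): MAF5, FLC at least 1.67-fold, MAF4, whose Col-0 signal was not above background, and AGL20 (SOC1) at −0.54. Camera gave an adjusted p of 0.0277, or 0.485 with an estimated correlation, and fry 0.00563. Of 13 HSI2 clade and Polycomb genes, 2 rose and 1, HSI2, fell at stages 1 and 2 (2 and 1 adjusted over the list alone). DRIP2 was at 0.98 and 0.79 and DRIP1 at 0.70 and 0.49 (adjusted p at stage 2 0.0101 and 0.0375 from limma).

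At stage 2, 0 of 10 reference genes changed (median −0.01, camera adjusted p = 0.853), and in Col-0 ACT2 fell to −1.51 between stages 2 and 0. Of the floral organ list 2 genes were measured, AGL8 at −0.67 and SEP1 at 0.01, and of the root markers 2, CASP2, not above background at stage 2, and NRT2:1 at −0.05 (above background on 1 of 3 arrays in each genotype), with no test of these lists. In Col-0, 5 of 6 CBF/DREB factors rose with wilting (camera adjusted p = 0.00382, or 0.359 with an estimated correlation). Between stages 2 and 0 the effect on the salicylic acid list differed by a median of 0.88 (camera adjusted p = 8.12e-04, or 0.624 with an estimated correlation), which comes from stage 0 replicates A and B (medians of −0.931 and −2.21, against −0.0815 and 0.0629 on C and D), and HSI2 did not follow the label at stage 0.

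Of the genes the paper followed by kinetic RT-PCR, LTI65 (RD29B) at −1.23 and ABI2 at −0.76 fell on the arrays at stage 2 (adjusted p = 0.00161 and 0.0388 from limma). Among the others, the stage 2 log2 fold changes were −1.02 for LTI78, −0.42 for ERD6, −0.36 for HAB1, 0.36 for RD22, 0.08 for CBF1 (Col-0 signal above background on 2 of 3 arrays) and −0.29 for RD20, none of which passed in limma.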
